# Chromatin accessibility-based characterisation of brain gene regulatory networks in three distinct honey bee polyphenisms

**DOI:** 10.1093/nar/gkac992

**Published:** 2022-11-04

**Authors:** Robert Lowe, Marek Wojciechowski, Nancy Ellis, Paul J Hurd

## Abstract

The honey bee genome has the capacity to produce three phenotypically distinct organisms (two diploid female castes: queen and worker, and a haploid male drone). Previous studies have implicated metabolic flux acting via epigenetic regulation in directing nutrition-driven phenotypic plasticity in the honey bee. However, the *cis*-acting DNA regulatory elements that establish tissue and polyphenism -specific epigenomes and gene expression programmes, remain unclear. Using a high resolution multiomic approach including assay for transposase-accessible chromatin by sequencing (ATAC-seq), RNA-seq and ChIP-seq, we produce the first genome-wide maps of the regulatory landscape across all three adult honey bee phenotypes identifying > 5000 regulatory regions in queen, 7500 in worker and 6500 in drone, with the vast majority of these sites located within intronic regions. These regions are defined by positive enrichment of H3K27ac and depletion of H3K4me3 and show a positive correlation with gene expression. Using ATAC-seq footprinting we determine queen, worker and drone -specific transcription factor occupancy and uncover novel phenotype-specific regulatory networks identifying two key nuclear receptors that have previously been implicated in caste-determination and adult behavioural maturation in honey bees; ecdysone receptor and ultraspiracle. Collectively, this study provides novel insights into key gene regulatory networks that are associated with these distinct polyphenisms in the honey bee.

## INTRODUCTION

The eusocial insect species of *Hymenoptera* (all ants, and some bees and wasps) are characterised by remarkable polyphenism whereby multiple distinct adult phenotypes emerge from a single genome in response to environmental cues (1). At a mechanistic level, epigenetic systems have been implicated in mediating the integration of environmental cues with transcriptional programmes that result in, and maintain, alternate developmental and behavioural outcomes from the same insect genome (2–5). Honey bees (*Apis mellifera*) are haplodiploid eusocial organisms that live in complex societies comprising tens of thousands of individuals. Each colony contains two main diploid female castes: a single queen who is specialised for reproduction and thousands of sterile female worker bees. A third phenotypic outcome, which develops from unfertilized eggs, is a haploid male drone. The key feature in the establishment of these three post-embryonic developmental trajectories is differential nutrition, which results in morphologically, physiologically, and behaviourally distinct but genetically almost identical organisms (6–11). Significantly, differential feeding continues throughout adulthood (7,10) and may be important in maintaining certain aspects of phenotypic identity such as longevity (12,13). The honey bee genome therefore exemplifies environmentally driven phenotypic plasticity, where diet dictates the ability of different phenotypes to arise from a single genome. The molecular mechanisms responsible for polyphenism in the honey bee are yet to be fully elucidated but multiple levels of epigenetic regulation have been implicated in establishing and maintaining the two female castes. Important work by Maleszka and colleagues has established an important role for DNA methylation in determining queen versus worker developmental trajectories, possibly via modulating gene activities like conditional exon choice (14–16). More recently, RNA-based epigenetic mechanisms including caste-specific microRNAs (17) and *N^6^*-methyladenosine mRNA modification (18) have also been implicated in caste differentiation. Finally, our proteomic and epigenomic approaches, have also demonstrated that honey bee histone proteins are extensively post-translationally modified and that at a crucial developmental stage when canalisation is irreversible, have caste-specific signatures that correlate with caste-specific transcriptional programmes (19,20). Taken together, these and numerous other mRNA profiling studies, have demonstrated that caste determination is a gradual, threshold-based process that requires coordinated actions of hundreds of genes in order to execute a desired phenotypic outcome (21–24).

Cell and tissue -specific transcriptional programmes are orchestrated by sequence-specific DNA-binding proteins such as transcription factors (TF), that interact with *cis*-acting DNA regulatory elements (CREs) in order to establish the activity of target promoters, determine persistent epigenetic patterns and direct 3D genome conformation (25,26). For the vast majority of TFs, the ability to access and bind cognate DNA sequence motifs is determined by nucleosome occupancy and higher-order chromatin organisation. The first genome-wide surveys of chromatin accessibility using DNase I hypersensitive site sequencing (DNase-seq), revealed that in the human genome > 90% of regions bound by TFs were exclusively in nucleosome-free regions (27). Since then, numerous additional experimental approaches have been developed in order to determine genome-wide chromatin accessibility and to identify putative CREs such as enhancers and insulators (28). Given the central role of nucleosomes in regulating accessibility to genomic DNA, techniques employing micrococcal nuclease sequencing (MNase-seq) (29) and assay for transposase-accessible chromatin by sequencing (ATAC-seq) (30,31) have proved to be particularly informative in characterising CREs. Moreover, when combined with methods to determine local histone modification states such as chromatin immunoprecipitation sequencing (ChIP-seq), characteristic features of CREs have been revealed, allowing the subsequent annotation of further functional DNA regulatory elements across numerous different cell types and genomes. For example, *cis*-regulatory functional DNA elements such as enhancers are enriched in transcription factor binding sites (TFBS) and characterised by specific chromatin states which reflect activity in a given genomic context. Active enhancers are typically characterised by nucleosome-free regions flanked by various combinations of H3K4me1, H3K4me3 and H3K27ac modified nucleosomes, neutral/intermediate enhancers by H3K4me1, and poised enhancers with H3K4me1 and H3K27me3 (32–35). Therefore, the landscape of chromatin organisation in a cell is a critical determinant of genome function and in particular, the modulation of TF binding and transcriptional regulation. Understanding how these regulatory DNA regions function and identifying the *cis*-acting factors and environmental signals that regulate them, is a fundamental challenge in cell and developmental biology (28,36).

Here, using high-resolution ATAC-seq, we report the first genome-wide analysis of chromatin accessibility across the honey bee genome in the brains of all three adult polyphenisms and identify thousands of phenotype-specific differences. Furthermore, using a multomic approach and integrating H3K4me1, H3K4me3, H3K27ac and H3K27me3 ChIP-seq and RNA-seq, we also reveal the first *cis*-regulatory DNA sequence maps and the relationship to gene expression and chromatin modification states. Finally, we identify TF binding site occupancy across all adult polyphenisms and determine TF:TF regulatory networks associated with contrasting adult honey bee phenotypes.

## MATERIALS AND METHODS

### Adult honey bee collection and dissection

Frames containing capped worker (W) or drone (D) honey bees of known developmental age, were removed from healthy hives 24 h prior to eclosion, caged and placed in an incubator at 35°C and ∼80% humidity. To obtain adult queens (Q), first instar larvae were grafted into queen cups using standard queen rearing techniques (37). Twenty-four hours prior to eclosure, queen cells were deposited into roller cages and placed in an incubator at 35°C and ∼80% humidity. All newly emerged adult honey bees originated from the same mother queen and were collected within an hour of eclosure. After removal from the incubator, the brains of newly-eclosed adult Q, W and D honey bees were immediately dissected in ice-cold PBS containing cOmplete™ EDTA-free Protease Inhibitor Cocktail (Roche). Care was taken to completely remove the hypopharyngeal glands from workers, and optic lobes were removed from all brain dissections in order to reduce tissue complexity.

### ATAC-seq

Biological replicate pools of five dissected brains were placed in 200 μl of PBS containing cOmplete™ EDTA-free Protease Inhibitor Cocktail. Pools of dissected brains were then gently homogenised by hand with a plastic pestle and centrifuged (900 × g for 5 min). Supernatants were removed and pellets resuspended in 1 ml of lysis buffer (10 mM Tris–HCl pH 7.5/10 mM NaCl/3 mM MgCl_2_/0.2% (v/v) IGEPAL CA-630/cOmplete™ EDTA-free Protease Inhibitor Cocktail) by pipetting for 30 seconds. 50 μl aliquots were removed, centrifuged (900 × g for 5 min) and pellets resuspended in 50 μl of tagmentation buffer (40 mM Tris–HCl pH 7.5/10 mM MgCl_2_/20% (v/v) dimethylformamide). 0.75 μl of Tn5 transposase was added (gift from Dr Chema Martín-Durán, Queen Mary University of London) and tagmentation proceeded for 30 min at 37°C. All transposed samples were purified using a DNA Clean & Concentrator-5 kit, using the binding buffer ratio for small PCR products (Zymo Research). Following purification, ATAC-seq library amplification was carried out with 2× Q5 Polymerase Master Mix and 1.25 μM of Nextera primers (30). The optimal cycle number was determined using quantitative polymerase chain reaction (qPCR) as originally described (30). ATAC-seq libraries were sequenced at Novogene (Cambridge Sequencing Centre, UK) on the Novaseq S4 platform to obtain 96–170M 150 bp paired-end sequencing reads per sample (Supplemental Table S1).

### Chromatin isolation, immunoprecipitation and ChIP-seq

Biological replicate pools of five dissected brains were placed in 200 μl of PBS containing cOmplete™ EDTA-free Protease Inhibitor Cocktail and then gently homogenised by hand with a plastic pestle and centrifuged (900 × g for 5 min). Supernatants were then removed and pellets resuspended in lysis buffer and chromatin was extracted from adult brains, cross-linked, sonicated and immunoprecipitated as described before (20). Antibodies (H3K4me3 [Active Motif, 39159]; H3K4me1 [Abcam, ab8895]; H3K27ac [Active Motif, 39133]; H3K27me3 [Millipore, 07449]) were added according to the manufacturer's instructions and samples were incubated overnight on a rotator mixer at 4°C. DNA was purified with a DNA Clean & Concentrator-5 kit (Zymo Research). NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs; NEB) was used to make sequencing libraries from 0.5 to 1 ng of DNA following manufacturer's instructions. ChIP-seq libraries were sequenced at Novogene (Cambridge Sequencing Centre, UK) on the Novaseq S4 platform to obtain 83–167M 150 bp paired-end sequencing reads per sample (Supplemental Table S1).

### RNA isolation and RNA-seq library preparation

Biological replicate pools of five dissected adult brains were snap frozen in liquid nitrogen. Total RNA was isolated using the TRIzol method, followed by a RNA Clean-up & Concentration kit (Zymo Research). mRNA was isolated with poly(A) mRNA Magnetic Isolation Module (NEB) from 1 μg of total RNA. RNA-seq libraries were constructed using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB) following the manufacturer's instructions. RNA-seq libraries were sequenced at Novogene (Cambridge Sequencing Centre, UK) on the Novaseq S4 platform to obtain 17–100M 150 bp paired-end sequencing reads per sample (Supplemental Table S1).

### Data analysis

The genome assembly HAv3.1 (GCF_003254395.2) was downloaded from the NCBI and indexed using BWA-MEM (v0.7.17) (38).

### ATAC-seq data analysis

ATAC-seq samples were mapped to the indexed genome using BWA with default parameters. Detailed mapping statistics for each sample is available in Supplemental Table S1. Reads were split into three categories based on fragment length (0–100 bp, NFR; 150–247 bp, mono-nucleosome; 315–473 bp di-nucleosome) (30). Peaks were called using MACS2 (v2.2.7.1) (39) with the genome size set to 2.7 × 10^8^ bp. Differential peak analysis was performed using DiffBind (v3.0.3) (http://bioconductor.org/packages/release/bioc/vignettes/DiffBind/inst/doc/DiffBind.pdf). Heatmaps showing ATAC-seq peak enrichment were created using DeepTools (v3.5.0) (40). TOBIAS (v0.12.6) (41) was used to perform TF binding analysis by first running footprinting analysis with the appropriate bias corrected data and then matching footprints to motifs using the CORE Insects Non-redundant motifs from JASPAR2020 (42). Given that TFBSs are highly conserved (43,44), the CORE Insect motifs mostly contain motifs discovered in *Drosophila melanogaster*. TF–TF networks were then created using the CreateNetwork tool provided by TOBIAS (41).

### ChIP-seq data analysis

ChIP-seq samples were mapped to the indexed genome using BWA with default parameters. Detailed mapping statistics for each sample are available in Supplemental Table S1. Peaks were called using MACS2 (v2.2.7.1) (39) with genome size set to 2.7 × 10^8^ bp and then differential peak analysis was performed using DiffBind (v3.0.3) (http://bioconductor.org/packages/release/bioc/vignettes/DiffBind/inst/doc/DiffBind.pdf). To calculate the overlap between peaks, the R package GenomicRanges was used (45). First, only peaks which overlapped with a peak called in the replicate peak were kept and these were merged to form a consensus peak set. Then peaks were overlapped with each of the other histone PTMs to determine if they were unique to that histone PTM, or unique to two or three histone PTMs. Heatmaps showing histone PTM enrichment were created using DeepTools (v3.5.0) (40).

### RNA-seq data analysis

The cDNA of reference transcripts and ncRNAs were downloaded from EnsemblMetazoa in FASTA format using genome version GCF_003254395.2. These two FASTA files were concatenated and supercontigs were removed using linux command grep with the following string ‘supercontig|‘‘$genome_version’’:[^1–9XMY]’. Kallisto (46) was used to build an index for further mapping using default parameters. Each sample's FASTQ file was mapped using Kallisto quant with default parameters except for increasing the number of bootstrap samples to 100 and setting the strand specific nature of the reads using parameters ‘-b 100 –rf-stranded’. 

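The estimated counts deposited for each RNA-seq library added up to a total that differed by at most 6 from the number of mapped reads listed for that library in Supplemental Table S1. Between 89.6% (queen replicate 2) and 92.7% (worker replicate 2) of each total fell on transcripts that could be paired with a gene.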

Detailed mapping statistics for each sample is available in Supplemental Table S1. To determine differential expression, the resulting files from the mapping were used with the R program sleuth (47). Default parameters were used throughout analysis. Sleuth uses a likelihood ratio test and hence we tested for those genes whose abundance is significantly better explained when caste is included in the model compared to a reduced model in which a single parameter is fitted for each gene.

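The same comparison was made on the deposited estimated counts with a count model in place of sleuth, which reads Kallisto's bootstrap samples. Counts were summed per gene, and both caste coefficients were tested jointly with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all 6 libraries (2 per phenotype). Of the 9689 genes tested, 3773 (38.9%) had an FDR below 0.05, and 4681 had an unadjusted p-value below 0.05. DESeq2's likelihood ratio test, which likewise compares a model with caste against one without it, called 3596 genes, of which 3471 were also called by edgeR. The unit tested moved the count most, since 2276 of 17001 transcripts had an FDR below 0.05 when each transcript was tested on its own.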

### Gene Ontology analysis

Gene Ontology (GO) terms were downloaded from HymenopteraMine [http://hymenopteramine-v15.rnet.missouri.edu/hymenopteramine/begin.do]. GO analysis was performed using the R package; topGO (https://bioconductor.org/packages/release/bioc/html/topGO.html).

## RESULTS

### Chromatin accessibility in *A. mellifera* is localised mainly to intronic regions and correlates with active transcription

In order to comprehensively determine the accessible chromatin landscape in the *A. mellifera* genome, we profiled biological replicate pools of five brains from newly-eclosed adult queen (Q), worker (W) and male drone (D) central brains by high-coverage ATAC-seq. The brain is critical to understand how the three distinct behavioural polyphenisms are primed at adult emergence and newly-eclosed adult honey bees were selected in order to avoid confounding factors of differential age and/or before functional specialisations and activity-induced biological changes. Replicates show a very strong and significant correlation across all phenotypes (Supplementary Figure S1; $\rho >0.91$; *P*-value < $2.2 \times {10}^{ - 16})$ and ATAC-seq fragment size distribution shows that a large proportion of reads are < 100 bp, which represents the nucleosome-free regions (NFRs; Figure 1A). The fragment distribution also shows a clear periodicity that is indicative of nucleosome occupancy. In order to separate NFRs and mono-nucleosomes, we used ATAC-seq reads in the range of (0–100 bp, NFR; 150–247 bp, mono-nucleosomes; 315–473 bp di-nucleosomes) (30). We find enrichment of NFRs around the transcriptional start sites (TSS) of genes in Q, W and D, and a well-positioned nucleosome downstream (Figure 1B). Overall, the majority of genes in the honey bee genome contain at least one NFR (Q: 66.3%; W: 71.9%; D: 70.2%) predominantly located within intronic regions (> 40% of all ATAC-seq peaks in Q, W or D), with the remainder mainly within promoter (> 15%) and 5’ UTR regions (> 20%; Figure 1C). Since NFRs are mostly localised close to or within genes, we next investigated the correlation with transcription. 

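RNA was sequenced from central brains of newly-eclosed adult honey bees, collected within 1 hour of eclosure. Each library was made from a pool of 5 brains, and there were 2 replicate pools for each of queen, worker and drone, which gives 6 libraries. Queens and workers are diploid females and drones are haploid males. The authors assigned the reads to reference transcripts with Kallisto, which estimates the number of reads that come from each transcript without aligning them base by base, and they set it to use the strand of the reads. The deposited values are estimated counts, which need not be whole numbers, and TPM, which also divides by transcript length and scales every library to the same total, for each transcript of the Amel_HAv3.1 assembly. The estimated counts added up to 12432182 and 7685185 in worker replicates 1 and 2, to 44373783 and 21203822 in queen, and to 40453911 and 11287495 in drone. The deepest queen library therefore held more counts than both worker libraries together, and genes with few reads were measured least precisely in workers and in drone replicate 2. Transcripts were paired with genes through their exon coordinates, which placed 28232 transcripts on 12296 genes of the RefSeq annotation of that assembly. Estimated counts were summed over the transcripts of a gene and rounded to whole numbers, and genes with at least 5 counts in at least 3 of the 6 libraries were kept. Library sizes were scaled with edgeR's TMM method, and normalized expression is given in CPM on that scale. All 6 libraries entered one fit, which left 3 residual degrees of freedom, and the variation between replicate pools beyond counting noise came to a coefficient of variation of 14.7% (common dispersion 0.0215).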

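Across all transcripts, Pearson's correlation of ln(estimated count + 1) between the 2 replicates was 0.935 in queen, 0.923 in worker and 0.907 in drone. Spearman's coefficient was 0.915 in queen, 0.876 in worker and 0.878 in drone. Summing the transcripts of each gene moved the Pearson coefficients of queen and worker most, to 0.987 and 0.982, and gave 0.971 in drone, which moved most on TPM. These are correlations across transcripts within 1 pair of libraries, and transcripts are not independent replicates, so no p-value was computed from them.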

We profiled gene expression in matched newly-eclosed adult Q, W and D central brains by RNA-seq and replicates show a very strong and significant correlation across all phenotypes (Supplementary Figure S1; $\rho >0.86;$*P*-value < $2.2\ \times {10}^{ - 16}).$ In all cases, genes containing at least one NFR show a significant increase in expression (*P*-value < $2.2\ \times {10}^{ - 16})$ compared to those genes that do not contain a NFR (Figure 1D and Supplementary Figure S2). Therefore, in queen, worker and the male drone, the majority of NFRs are associated with actively transcribed regions and may have the potential to regulate adult phenotype-specific gene expression.

**Figure 1.**
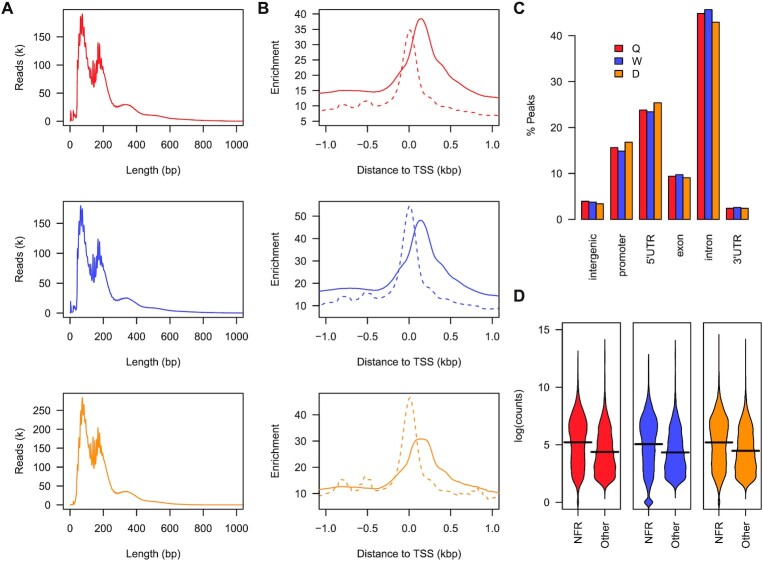
ATAC-seq identifies accessible chromatin regions and nucleosome occupancy across the *A. mellifera* genome. (**A**) ATAC-seq fragment size distribution corresponding to Q (red), W (blue) and D (orange). (**B**) Plots of the average ATAC-seq enrichment around the transcriptional start sites (±1 kb) of genes profiled across Q (red), W (blue) and D (orange). Mono-nucleosomes (solid) and nucleosome-free regions (dashed) are indicated. (**C**) A bar plot showing the percentage of nucleosome-free regions that overlap with an annotated genomic region in Q, W and D. (**D**) The expression distribution of transcripts (measured as log (normalised counts)) for genes containing at least one nucleosome-free region (NFR) or no nucleosome-free (other) region for Q, W and D. The mean of either distribution is shown by a solid black line.

### Intronic regions in *A. mellifera* are associated with chromatin states characteristic of *cis*-acting DNA regulatory elements

We next wanted to determine the profile of histone post-translational modifications (PTMs) that are characteristic of *cis*-acting DNA regulatory elements in other organisms. Therefore, we profiled biological replicate pools of matched newly-eclosed adult Q, W and D central brains by ChIP-seq (five brains per pool) and determined the genome-wide distribution of four histone PTMs: H3K4me1, H3K4me3, H3K27ac, H3K27me3 (32–35). Replicates show a very strong and significant correlation across all histone PTMs and adult phenotypes (Supplementary Figure S1; $\rho >0.8$; *P*-value < $2.2\ \times {10}^{ - 16}).$ We find enrichment of H3K4me3 and H3K27ac, and depletion of H3K4me1 and H3K27me3 around the TSSs of genes in Q, W and D (Figure 2A). H3K4me1 is mostly enriched over gene bodies (Figure 2A). Furthermore, we identify thousands of queen, worker and drone -specific distributions for all four histone PTMs (Supplemental Figure S3). Of the 23,458 transcripts in the honey bee genome, 54.9% in Q, 57.8% in W and 56.7% in D, show high levels of enrichment (> 3-fold over input) for at least one of the four histone PTMs profiled. Next, in order to examine the chromatin state distribution over annotated genomic features more closely, we wanted to determine the degree of overlap between these histone PTMs. In the overwhelming majority of cases, all four histone PTMs alone or in combination, are significantly more enriched in intronic regions than other genomic locations in Q, W and D (Figure 2B and C). In all cases, H3K27ac and H3K27me3 alone, are the most abundant chromatin states found in introns, followed by intersections of H3K4me3/H3K27ac, H3K4me1/H3K27ac and H3K4me1/H3K27me3. In fact, H3K4me3 is co-localised with H3K27ac significantly more often than being enriched alone (*P*-value: $ <\, {10}^{-16}$ for all phenotypes Fisher test odds ratio: > 20), however, in both cases, these two chromatin states are more equally distributed between 5’ UTR and intronic regions than any other. Interestingly, the male drone shows one significant difference from the two female castes. In contrast to Q and W, the most abundant intronic combinatorial chromatin state are those regions marked by both H3K4me1 and H3K27ac (Figure 2B and C). Finally, and in all cases, intergenic regions show the highest enrichment for chromatin states containing H3K27me3. Therefore, taken together, intronic regions and to a lesser extent, 5’ UTRs, in Q, W and D are significantly enriched in chromatin states that are associated with *cis*-acting DNA regulatory elements.

**Figure 2.**
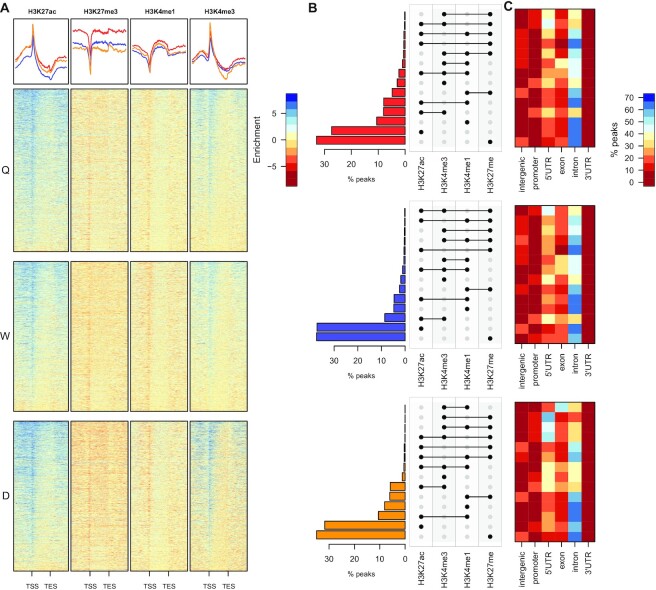
Defining chromatin states in *A. mellifera* queen, worker and drone. (**A**) Heatmaps showing the distribution of H3K4me1, H3K4me3, H3K27ac and H3K27me3 across genes in Q, W and D. Blue indicates enriched and red, depleted. Each row is -2 kbp to TSS, TSS to TES and TES to +2 kbp. Genes are ordered by read enrichment across all histone modifications. (**B**) UpSet plot showing the overlap of H3K4me1, H3K4me3, H3K27ac and H3K27me3 in Q, W and D to define different chromatin states. The vertical bar plot represents the percentage of genomic regions, and the dot plot shows the histone modification(s) present in that state. (**C**) Heatmaps showing the enrichment of chromatin states in annotated genomic features in Q, W and D. Dark blue indicates high enrichment, dark red indicates low enrichment and pale yellow, no enrichment.

### Chromatin accessibility is associated with H3K27ac, H3K4me3/H3K27ac and specific transcription factor binding motifs

To determine *cis*-acting DNA regulatory elements in *A. mellifera*, we sought to integrate chromatin states with nucleosome-free regions. Given the association of H3K4me3 with TSSs, we separated the chromatin states for those within 200 bp upstream (promoter) and downstream (5’ UTR) of annotated TSSs and everything else (non-TSS) (Figure 3A). In Q, W and D, both TSS and non-TSS NFRs, are significantly enriched in flanking nucleosomes enriched for H3K27ac and depleted for H3K27me3 (Figure 3A). However, in stark contrast to non-TSS associated NFRs, TSS-associated NFRs are also strongly enriched with intersections of H3K4me3/H3K27ac or H3K4me3 alone (Figure 3B). Overall, we find that H3K4me3, H3K27ac and H3K4me3/H3K27ac are associated with > 70% of all TSS accessible chromatin regions (Q: 73.4%; W: 71.7%; D: 70.1%; Figure 3B), with intersections of H3K4me3/H3K27ac accounting for > 25% of all TSS NFRs (Q: 36%; W: 31%; D: 26%; Figure 3B). However, for non-TSS associated NFRs, overwhelmingly we identify H3K27ac alone, a marker of active enhancers in other organisms (32–35), as the most predominant chromatin state (Q: 14.3%; W: 10.5%; D: 11.4%; Figure 3B). For non-TSS accessible chromatin regions, the intersection of H3K4me3/H3K27ac accounts for only < 10% of all NFRs (Q: 9.7%; W: 7.1%; D: 7.7%; Figure 3B). In contrast to Q and W, in the male drone, the next most abundant chromatin state after H3K27ac alone are intersections of H3K4me1/H3K27ac, accounting for 6.1% of all NFRs (Q: 3.3%; W: 1.8%; *P*-value: $ <\, {10}^{ - 16}$ Fisher test odds ratio: 9.33; Figure 3B). These regions are located near genes with GO terms associated with signal transduction (GO:0007165) and protein tyrosine kinase activity (GO:0004713; Supplementary Figure S4A). Significantly, additional chromatin states characteristic of active (H3K4me1/H3K27ac), mixed (H3K4me1/H3K27ac/H3K27me3), primed (H3K4me1), poised (H3K4me1/H3K27me3) and repressed (H3K27me3) enhancer elements in other organisms (32–35) were also more abundant in non-TSS accessible chromatin regions, accounting for 7.3% (Q), 3.3% (W) and 12.9% (D) of all non-TSS NFRs in the honey bee (< 1% of TSS-associated NFRs; see Figure 3B).

**Figure 3.**
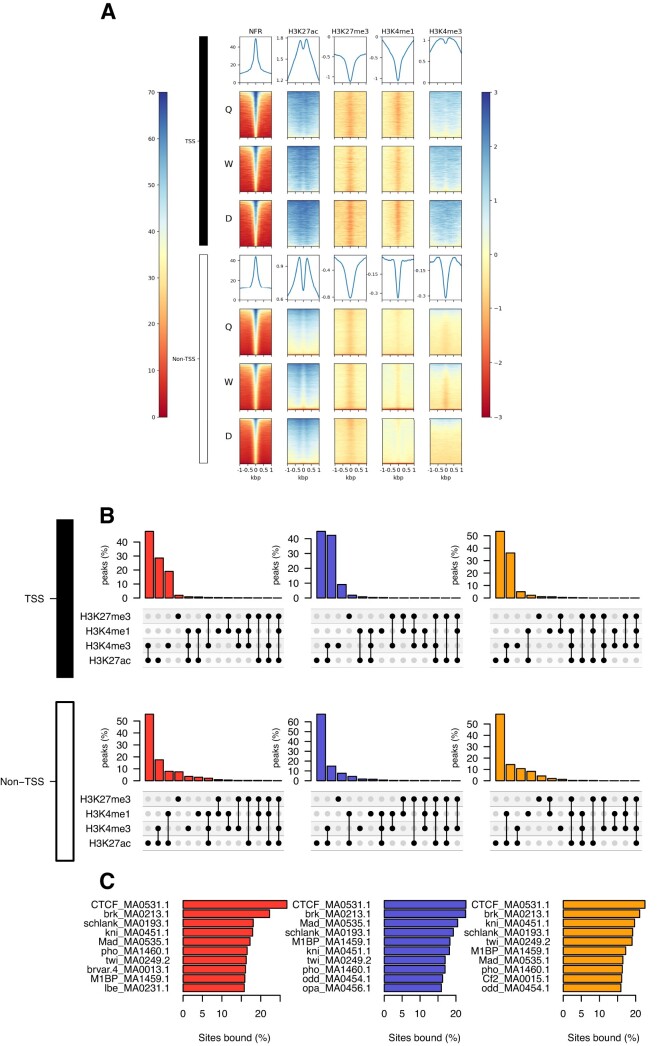
Nucleosome-free regions are associated with H3K27ac, H3K4me3 and transcription factor occupancy. (**A**) Heatmap of ATAC NFR, H3K4me1, H3K4me3, H3K27ac and H3K27me3 read enrichments for ATAC-seq NFR peaks around the TSS (upper) and non-TSS (lower). Left colour scale bar represents the enrichment in ATAC NFR and the right colour scale bar represents enrichment for all ChIP-seq data. (**B**) UpSet plot showing the overlap of H3K4me1, H3K4me3, H3K27ac and H3K27me3 with TSS (upper) and non-TSS (lower) NFRs in Q, W and D. The vertical bar plot represents the percentage of genomic regions, and the dot plot shows the histone modification(s) present. (**C**) Bar plot showing the top 10 most occupied transcription factor binding sites within NFRs for each caste based on TOBIAS footprinting analysis.

Thus far, our data demonstrates that NFRs are enriched with chromatin states associated with CREs, so next we wanted to determine what factors could activate these regions in honey bees. Due to the absence of available antibodies that cross-react with honey bee specific DNA-binding proteins, we performed footprinting analysis of the ATAC-seq data using TOBIAS (Transcription factor Occupancy prediction By Investigation of ATAC-seq Signal) (41) in order to determine any transcription factor binding within these accessible chromatin regions. In Q, W and D, we find visible footprints of TF binding matched to known insect TFBS across NFRs (Q: 67,764; W: 63,431; D: 69,323 and Supplemental Figure S5). We observe significant conservation of the top 10 most occupied TF binding sites across Q, W and D NFRs, with DNA motifs for Brinker (brk) and the insulator associated protein CCCTC-binding factor (CTCF) showing greatest occupancy in all adult phenotypes (> 20%; Figure 3C). Interestingly however, we also observe phenotype-specific TF occupancy with Broad (br(var.4)) and Ladybird early (Ibe) binding sites with > 15% occupancy in Q only, and > 15% of Odd paired (opa) and > 15% of Chorion factor 2 (Cf2) binding site occupancy only in W and D respectively (see Figure 3C). In addition, the relatively abundant drone intronic regions marked by H3K4me1/H3K27ac reveal enrichment for occupied TFBSs associated with the visual system in *Drosophila melanogaster*, such as BarH1/BarH2 (B-H1/B-H2) (48) and Visual system homeobox 2 (Vsx2) (49) (Supplementary Figure S4B), supportive of a role for these drone-specific CREs in eye function, a key morphological distinction between male and female honey bees (10). Taken together, in Q, W and D newly-eclosed adult honey bees, the overwhelming majority of non-TSS nucleosome-free regions have all the molecular hallmarks of *cis*-acting DNA regulatory elements such as enhancers and insulators.

### Queen, worker and drone -specific chromatin accessibility highlights phenotype-specific DNA sequence motifs and transcription factor binding

Having established that in Q, W and D honey bees, NFRs are predominantly flanked by H3K27ac modified nucleosomes, and harbour occupied TFBSs, we next wanted to determine any phenotype-specific differences. Pairwise comparison of all ATAC-seq data between Q, W and D reveal significantly different patterns of accessibility (Figure 4A). For Q versus W, we identified 59 unique regions in Q and 851 in W (FDR < 0.05). For W versus D, we identify 9252 unique regions in W and 302 in D. Finally, for D versus Q, we identify 300 unique regions in D and 4382 in Q. Next, we wanted to link these differences to differentially occupied TFBSs. Pairwise comparison of differential footprinting data, indicates that DNA motifs for Mothers against dpp (Mad), Trithorax-like (Trl) and Chromatin-linked adaptor for MSL proteins (Clamp) are significantly more occupied (*P*-value < 0.05) in W than Q, and those including Haematopoietically expressed homeobox (HHEX), Dbx (Dbx) and Broad (br) more in Q than W (Figure 4B). For W versus D, DNA motifs for Mad are significantly bound more in W than D, and those including Visual system homeobox 2 (Vsx2) and Ultrabithorax (Ubx) in D. Finally, in D versus Q, DNA motifs including those for Brain-specific homeobox (Bsh), BarH2 (B-H2) and Chorion factor 2 (Cf2) are significantly more occupied in D than Q, with motifs for Mad and Buttonhead (btd) more bound in Q (Figure 4B). Gene ontology analysis of genes that harbour significant phenotype-specific differential TFBS occupancy reveal a significant association with transcriptional regulation, with the majority encoding further TFs (Figure 4C). In Q, W and D overrepresented GO terms (*P*-value < $1.6\ \times {10}^{ - 5})$ significantly associate with the molecular functions of sequence-specific DNA binding (GO:0043565), DNA-binding transcription factor activity (GO:0003700) and DNA binding (GO:0003677). In contrast, molecular function regulator activity (GO:0098772) and kinase activity (GO:0016301) are only significantly enriched in male drones (Figure 4C). Thus, specific DNA sequence motifs and TFBS occupancy are associated with phenotype-specific nucleosome-free regions in *A. mellifera* and many of these are within genes that encode further transcriptional regulators.

**Figure 4.**
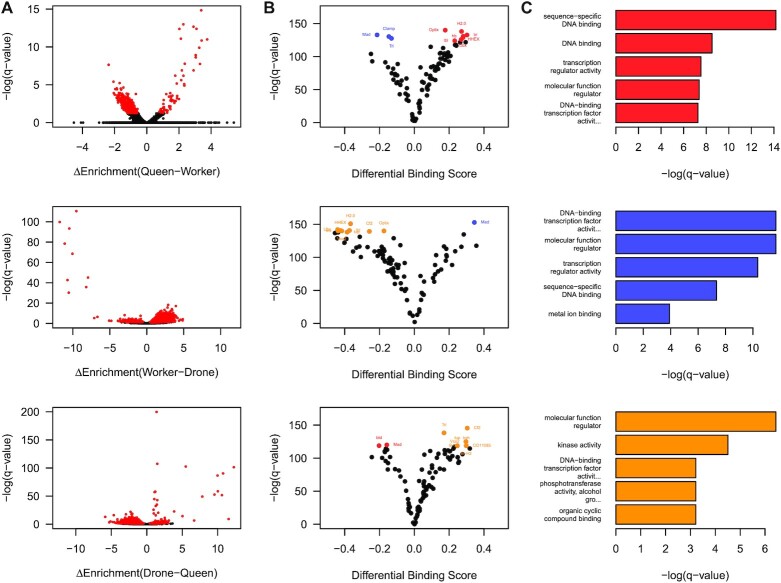
Phenotype-specific nucleosome-free regions are associated with differential transcription factor occupancy. (**A**) Volcano plots of the differences in enrichment of ATAC-seq between queen and worker (top panel), worker and drone (middle panel) and drone and queen (bottom panel) against the negative log *q*-value. In black are regions which fall below the genome wide threshold of significance (FDR > 0.05). In red are those regions which reach genome wide significance (FDR ≤ 0.05). (**B**) Volcano plots of the differential transcription factor binding score queen and worker (top panel), worker and drone (middle panel) and drone and queen (bottom panel) against the negative log *P*-value. Highlighted are the top ten transcription factors by *P*-value in each comparison. (**C**) The negative log *P*-value for the top five molecular function GO terms for those genes that show differential transcription factor occupancy in queen (top), worker (middle) and drone (bottom).

### Transcription factor gene networks reveal queen, worker and drone -specific expression of regulatory genes in *A. mellifera*

Since we observe abundant and differential occupancy of Mad TF binding motifs in each of the Q, W and D pairwise comparisons and that the majority of these reside in genes encoding further TFs (Figure 4B and Supplemental Figure S6), we wanted to determine how these TF activities may connect. We applied the TOBIAS network module to these TF targets in order to uncover a TF–TF gene regulatory network in Q, W and D based on ATAC-seq footprints. The resulting gene regulatory network includes 55 TF nodes and 478 directed edges (Figure 5A). 

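Of the 14 transcription factor genes drawn in Figure 5C, the gene table used here names 3, which are *Mad*, *EcR* and *usp*. The other 11 were not analysed here. *Mad* (gene 724047) lies on chromosome 15 of Amel_HAv3.1 from 951021 to 1360467 on the minus strand and has 6 annotated transcripts. Its normalized expression was 4.25 ± 1.95 CPM (SD, n = 2 pools) in worker, 10.7 ± 5.40 CPM in queen and 11.9 ± 9.57 CPM in drone, from between 35 and 655 counts per library. The log2 fold change was 1.37 in queen relative to worker (standard error 0.60, FDR 0.135), 1.58 in drone relative to worker (standard error 0.60, FDR 0.0762) and 0.21 in drone relative to queen (standard error 0.53, FDR 0.824), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. The joint test of caste gave an FDR of 0.124. Adjusted over the list alone, which here means the 3 named genes and is not independent evidence because the study chose its genes in part on these samples, the FDR was 0.0681 for queen relative to worker, 0.0380 for drone relative to worker and 0.704 for drone relative to queen. On CPM, both worker libraries lay below both queen libraries, but on TPM worker replicate 2 (1.77) lay above queen replicate 1 (1.70). The drone libraries did not separate from the others, since drone replicate 2 at 5.09 CPM lay between worker replicates at 2.87 and 5.63 CPM. The difference between drone and worker rested on drone replicate 1, and without that library its log2 fold change was 0.32. With only queens and workers in the fit, the log2 fold change of 1.34 between them had an FDR of 0.0325, where the FDR ranged from 0.0325 to 0.553 over the settings tried. For drone relative to worker, the log2 fold change had an FDR below 0.05 with no filter beyond 1 count in total (1.64) and with all libraries thinned to the smallest (1.58), and its FDR ranged from 0.0316 to 0.538. The direction between drone and queen changed with limma on log2(TPM + 1), where the log2 fold change was -0.22, and with the most abundant transcript alone, where it was -0.16. It also changed without drone replicate 1 (-1.06) and without queen replicate 1 (-0.17).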

Strikingly, by focussing on just a subset of these in each adult phenotype (13 nodes), we show that while *A. mellifera Mad* itself shows little differential expression between Q, W and D, the downstream TF cascade that results from differential Mad TFBS occupancy does show phenotype-specific expression patterns (Figure 5B and C). In particular, six immediate downstream Mad TF target genes: *araucan* (*ara*), *caupolican* (*caup*), *cut* (*ct*), *Optix* (*Optix*), sine *oculis* (*so*) and *Six4* (*Six4*) show a decreased pattern of expression in W relative to Q and D (Figure 5C). In stark contrast, the male drone shows a significant increase in expression of these six immediate downstream Mad TF targets relative to the female worker, which in the case of *so* and *Optix*, both driven through promoter binding, most likely relates to the much larger eyes and optic lobes in honey bee drones (10). Finally, the female queen has intermediate levels of expression of these same genes relative to the worker and drone (Figure 5C). Of these six immediate downstream Mad TF target genes, *ct* shows the most significant W-specific decreased expression pattern, linked to non-promoter binding, as do four further downstream targets of Cut: *tramtrak* (*ttk*) relative to Q, also linked to non-promoter binding, and *Six4*, *so* and *Optix* relative to D linked to promoter binding (Figure 5C). Conversely, the gene encoding the insulator associated CCCTC-binding factor, *CTCF*, a downstream target of Cut in our network, shows significantly increased W-specific expression, and relative to Q and D, intermediate expression of the CTCF target genes *ecdysone receptor* (*EcR*) and *ultraspiracle* (*usp*) (*EcR::USP*); the end point of the nodule of genes and two crucial insect nuclear receptors (homologs of vertebrate Farnesoid X and Retinoid X Receptors (50,51); Figure 5C). Conversely, in both queen and drone, *ct* has significantly increased expression and *CTCF* significantly decreased expression relative to the worker, with increased relative expression of *EcR* and *USP* in queen and decreased expression in drone. 

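*EcR* (listed as Ecr, gene 406084) lies on chromosome 8 from 9626947 to 9747799 on the plus strand and has 4 annotated transcripts. Its expression was 327 ± 36.2 CPM (SD, n = 2 pools) in worker, 627 ± 38.7 CPM in queen and 213 ± 29.6 CPM in drone, from between 1851 and 26578 counts per library. Relative to worker, the log2 fold change was 0.94 in queen (standard error 0.11, FDR 0.000188 from edgeR's quasi-likelihood test) and -0.61 in drone (standard error 0.11, FDR 0.00219). Both worker libraries lay below both queen libraries and above both drone libraries. Testing the most abundant *EcR* transcript on its own moved these values most, to 0.64 in queen and -0.21 in drone. Neither then had an FDR below 0.05 (0.10 and 0.485, the highest of the settings tried, where the lowest were 1.19e-12 and 1.09e-05). The transcript tested starts at 9626947. In queen it held fewer counts than the transcript that starts at 9726194 (means of 8520 and 10244), so the lost calls are those of a single transcript and not of the gene. *usp* (listed as Usp, gene 409227) lies on chromosome 9 from 7403312 to 7457844 on the minus strand and has 10 annotated transcripts. It was read far less often, with between 8 and 114 counts per library, and its expression was 2.77 ± 0.135 CPM in worker, 3.97 ± 1.65 CPM in queen and 1.28 ± 0.639 CPM in drone. Neither of its differences from worker had an FDR below 0.05, with a log2 fold change of 0.50 in queen (standard error 0.43, FDR 0.454) and -1.01 in drone (standard error 0.46, FDR 0.134). Both drone libraries lay below both worker libraries. Queen replicate 1, at 2.81 CPM, lay between the worker replicates at 2.67 and 2.87 CPM, and without queen replicate 2 the log2 fold change between queen and worker was 0.02. Without drone replicate 1, that between drone and worker was -1.73. Counted on the most abundant *usp* transcript alone, the fit put drone above worker. That transcript held only 0 and 2.62 estimated counts in worker replicates 1 and 2. This is below the limit of 3 counts, so no fold change is given and the direction cannot be read from it.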

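Compared directly, drone and queen differed in *EcR* by a log2 fold change of -1.55 (standard error 0.11, FDR 2.86e-06 from edgeR's quasi-likelihood test) and in *usp* by -1.51 (standard error 0.44, FDR 0.0250). Both drone libraries lay below both queen libraries for both genes. The *EcR* difference kept an FDR below 0.05 in each alternative that gave one. The *usp* difference did not, and its FDR ranged from 0.0207 to 0.679. It was above 0.05 with all libraries thinned to the smallest total and with only queens and drones in the fit. The same held with the most abundant transcript alone and with the replicate number added to the fit. Without drone replicate 1 the log2 fold change of *usp* was -2.22, and without queen replicate 2 it was -1.04. Nearly all *EcR* counts were assigned to 2 transcripts. The transcript that starts at 9626947 (6 exons, 4042 nucleotides) took 54.2 ± 0.683% (SD, n = 2) of the gene's counts in worker, 43.9 ± 1.60% in queen and 68.5 ± 0.945% in drone. The transcript that starts at 9726194 (5 exons, 2752 nucleotides) took 44.4 ± 0.152% in worker, 53.7 ± 1.84% in queen and 30.1 ± 0.711% in drone. These shares were not tested, and they rest on Kallisto's division of reads between transcripts that share exons. The paper reads the levels of these genes along the directed edges of the network in Figure 5B, where it places *EcR* and *usp* at the end point, downstream of *CTCF*.

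**Figure D1:**
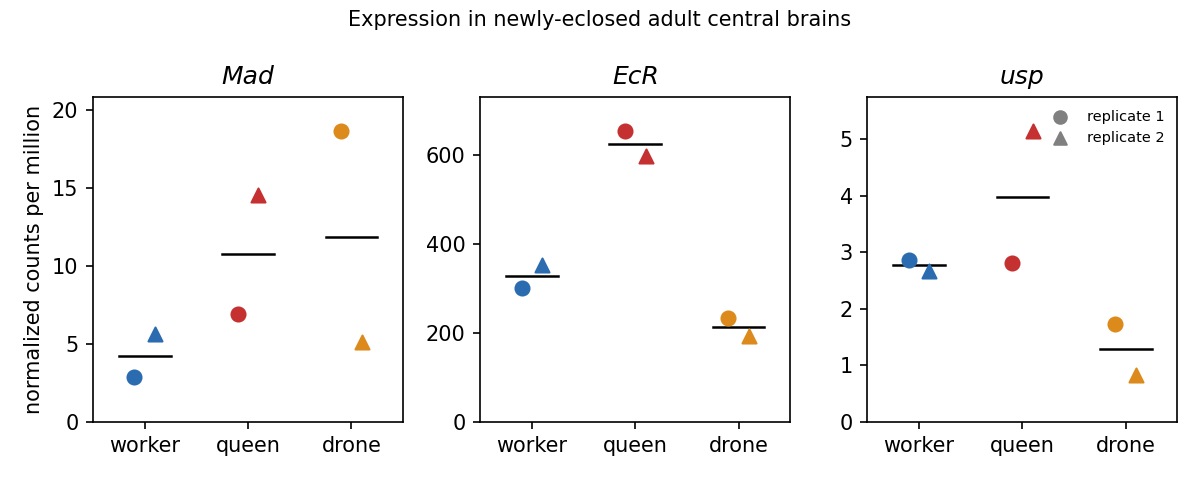
Normalized expression (CPM, linear axes that start at 0) of *Mad*, *EcR* and *usp* in each of the 6 libraries, with replicate 1 as circles, replicate 2 as triangles and the mean of each phenotype as a line. The drone libraries of *Mad* overlap those of worker and of queen, while the *EcR* libraries of each phenotype lie apart from those of the others.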

High expression of *EcR* and *usp* in queen may be accounted for by the relatively queen-specific expression of *ttk* and *Chromatin-linked adapter for MSL proteins* (*Clamp*), TFs that can act upstream and independently of CTCF (Figure 5B). Notably, TTK and CLAMP are connected to each other exclusively through TSS binding. In summary, by analysing the TF:TF network associated with differential Mad DNA motif occupancy within nucleosome-free regions, we reveal a previously unknown pathway, that is associated with a cascade of queen, worker and drone -specific expression patterns of downstream regulatory target genes that have the potential to contribute to polyphenism in *A. mellifera*.

**Figure 5.**
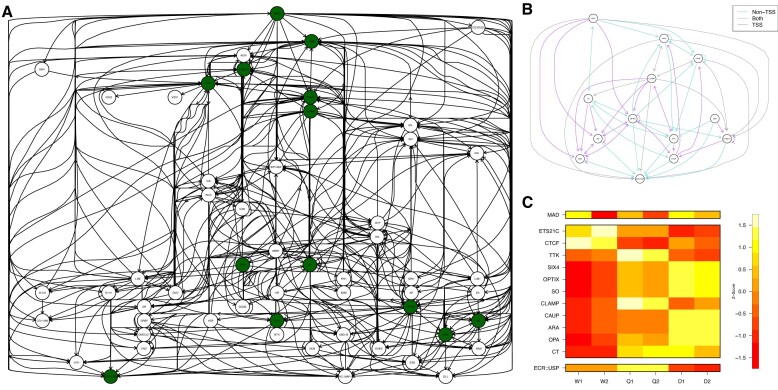
Mad transcription factor networks reveal phenotype-specific expression of downstream target transcription factor genes in *A. mellifera*. (**A**) The combined TF–TF network built of all TFBS with TF occupancy in promoters from Q, W and D starting from Mad transcription factor. Each directed edge indicates binding site occupancy of that TF in the respective gene promoter of the other TF, found by the TOBIAS CreativeNetwork module. Coloured circles indicate TFs shown in (B) and (C). (**B**) Reduced TF–TF subnetwork of (A) in which TFs downstream of Mad show differential expression between the three phenotypes. Directed edges indicate binding site occupancy in the respective gene promoter found by the TOBIAS CreativeNetwork module. Coloured arrows indicate whether binding of the TF is either located within the TSS region; mint (defined here as –2 kb to +200 bp), non-TSS regions; purple (e.g. any other location within the gene) or a combination of the two; grey. (**C**) A heat map of the expression levels of each of the TFs across all three phenotypes broken out based on the levels of the transcriptional network in (B). Each row is a *z*-score of the log expression value and duplicates are shown.

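z-scores of log2 CPM were computed across the 6 libraries for the 3 named genes. For *Mad* they were -1.34 and -0.38 in worker replicates 1 and 2, -0.09 and 0.99 in queen and 1.34 and -0.52 in drone, so that the drone replicates differed by more than the means of the phenotypes did. For *EcR* they were -0.31 and 0.01 in worker, 1.26 and 1.08 in queen and -0.82 and -1.22 in drone. For *usp* they were 0.33 and 0.22 in worker, 0.30 and 1.31 in queen and -0.50 and -1.67 in drone. A z-score takes out the level of a gene, so the scale does not show that *usp* was read far less often than *EcR*.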

## DISCUSSION

Here, we present the first genome-wide high-resolution chromatin accessibility profiles for each distinct adult honey bee phenotype. Using an multiomic approach that combines ATAC-seq, ChIP-seq and RNA-seq, we identify for the first time thousands of nucleosome-free regions throughout the honey bee genome harbouring *cis*-acting DNA regulatory elements that are defined by H3K27ac chromatin states, transcription factor occupancy and associated gene expression. Importantly, we identify numerous queen, worker and drone-specific differences allowing the first comparative analysis of chromatin structure and DNA regulatory sequences between *Hymenoptera* male and female polyphenisms and also the first between *Hymenoptera* female castes that show a reproductive division of labour. Finally, we elucidate phenotype-specific gene expression pathways based on transcription factor occupancy data and present previously unknown regulatory networks that may underpin the molecular basis of polyphenism in the honey bee.

Our multiomic analysis is focussed specifically on all three honey bee polyphenisms at adult eclosure, allowing us to obtain an overview of distinct brain epigenomes and chromatin accessibility at the endpoint of development and the beginning of adult behavioural plasticity. Therefore, the brain is the critical organ to study in order to understand how the three distinct behaviours are primed at adult emergence. We identify thousands of nucleosome-free regions throughout the genomes of queen (*n* = 22,656), worker (*n* = 29,688) and male drone (*n* = 27,536), which are distributed mainly within intragenic regions. Significantly, unlike mammalian genomes, we observe very few distal NFRs (< 5%), indicating a close coupling between accessible regions and genes, similar to that reported in other Arthropods (52–54). This is further supported by the correlation between mRNA abundance and presence of an NFR within the gene, suggesting possible functional interactions between these regions and the nearby gene. Overwhelmingly, the most prevalent chromatin states associated with nucleosome-free regions in all three honey bee polyphenisms are H3K4me3, H3K27ac and intersections of H3K4me3/H3K27ac (> 44% of all NFRs). Interestingly, these three chromatin states robustly delineate TSS and non-TSS NFRs and correlate with underlying gene expression. NFRs outside the vicinity of the TSS are overwhelmingly characterised by an intronic location and flanking H3K27ac alone modified nucleosomes and at a lower frequency, various additional combinations of H3K4me1, H3K27ac and H3K27me3 chromatin states. Taken together, many of these non-TSS NFRs have chromatin states characteristic of active, neutral, poised and/or repressed *cis*-regulatory elements, such as enhancer regions (32–35) and is consistent with our previous studies during larval development, where we found that intronic H3K27ac robustly defined the queen and worker caste (20). We do observe a small but significant number of non-TSS NFRs that are characterised by H3K4me3/H3K27ac chromatin states, which may represent previously unannotated alternative or novel TSSs rather than active enhancers. Additionally, relative to queen/worker, throughout our analyses we observe that the greatest separation is between haploid male and diploid female adult phenotypes, suggesting that in addition to the genetic-determination of sex (55), chromatin-based mechanisms may also play an important role, possibly in the maintenance of the sex-determined state. This is supported by the fact that drones also have a distinct diet (both quantity and quality), strongly implying that other non-genetic factors, which likely operate via epigenomic mechanisms, are involved in determining the drone polyphenism (6,8,11).

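In the RNA-seq libraries, 2979 genes differed between drone and queen (1340 higher and 1639 lower in drone), 2771 between drone and worker (1303 higher and 1468 lower in drone) and 2155 between queen and worker (1151 higher and 1004 lower in queen), at an FDR below 0.05 in edgeR's quasi-likelihood test over 9689 genes. A log2 fold change over 1 in size was found for 1387, 1231 and 839 of these genes. This order of the counts depended on the fit. With only the 2 phenotypes compared in the fit, the counts were 2944, 2341 and 2639, so that queen against worker then gave more genes than drone against worker. Drone differed from both females in the same direction, with no call between the females, in 1043 genes. Queen differed in this way from the other two phenotypes in 624 genes and worker in 483 genes. The first principal component of log2 CPM held 41.0% of the variance and separated drones from females, and the second, with 35.2%, separated queens from workers. The second also split drone replicate 1 (-6.75) from drone replicate 2 (25.2). Both worker libraries and drone replicate 2, the shallowest libraries, had positive scores on it. Phenotype and sequencing depth therefore cannot be told apart on that component.

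**Figure D2:**
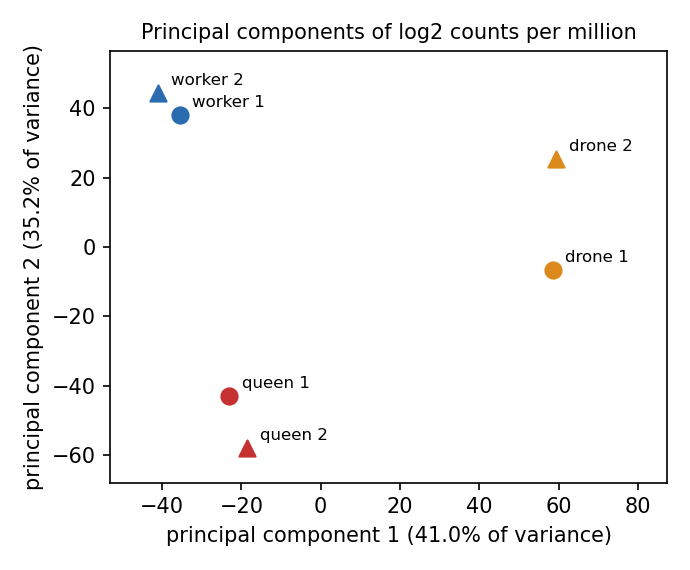
Principal components 1 and 2 of log2 CPM over 9689 genes, with 1 point per library (circles for replicate 1, triangles for replicate 2) and axes in component scores. Drone libraries lie at 58.6 and 59.5 on component 1, while queen and worker libraries lie between -41.0 and -18.5.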

To our knowledge only one previous study, over a decade ago, has reported the genome-wide location of a TF within the honey bee genome (56). Instead, studies have focussed on motif enrichment analyses, irrespective of occupancy and therefore also of uncertain functional significance (20,23,56,57). Here, we report the utility of ATAC-seq footprinting (41) on high-coverage genomic data in determining DNA-binding site occupancy genome-wide across all three adult honey bee polyphenisms, allowing us to circumvent a lack of specific antibody-based molecular tools, often associated with studying emergent model organisms. We find extensive TF occupancy across each polyphenism and unsurprisingly, we observe similar levels of occupancy and the same over-represented top 10 most bound motifs across all three adult polyphenisms, indicating commonality in the TF networks associated with fundamental honey bee genome regulation. The presence of abundantly occupied CTCF-motifs is strongly suggestive of insulator DNA elements at these NFRs (30). In addition, we also observe high occupancy of BEAF32 and Su(H)w motifs within NFRs (> 9% and > 13% of all motifs, across all phenotypes), two further characterised insulator binding proteins in *Drosophila melanogaster*, indicating that a significant proportion of NFRs identified in this study are insulator elements (58) (Q: 10.3%; W: 6.9%; D: 7.3%). The remainder of the most highly occupied DNA motifs within NFRs are TFBSs associated with DNA-binding proteins that have been demonstrated to bind enhancers in order to regulate gene expression and we observe significant phenotype-specific distribution that reflect differential TFBS occupancy. Strikingly, many of these differential NFRs are within genes encoding further transcription factors. For example, we observe extensive but differential binding between queen, worker and drone at DNA motifs for Mothers against dpp (Mad, a SMAD family member in vertebrates), an enhancer-associated transcriptional activator that mediates the bone morphogenetic protein (BMP) signalling cascade, acting downstream of Decapentaplegic (Dpp) (59). This is consistent with our previous studies that demonstrated enrichment of Mad motifs within intronic regions of workers during larval development (20). In other organisms, Mad has been demonstrated to interact directly with CREB-binding protein (CBP) (60), co-localize with regions of H3K27ac at enhancers (61) and affect gene expression in a CBP-dependent manner (62). Analysis of the TF binding network of Mad motif occupancy reveals a previously unknown cascade of phenotype-specific expression of downstream target TFs, converging on the genes encoding two crucial insect nuclear receptors; *ecdysone receptor* and *ultraspiracle* (insect homologs of the Farnesoid X and Retinoid X Receptors (50,51)). EcR and USP have been studied extensively in *Drosophila melanogaster*, where functional heterodimers are formed in order to mediate important tissue-specific transcriptional responses to two crucial steroid hormones, ecdysone and Juvenile hormone (JH), during major developmental transitions such as larval-larval molting and larva-pupal-adult metamorphosis, and in female reproductive maturation (63,64). Evidence of a role for nuclear hormone receptors, JH and ecdysone in caste differentiation comes mainly from studies in ants and bees. In the ant *Harpegnathos saltator*, EcR and an additional nuclear receptor, Methoprene-tolerant, have been demonstrated to mediate the response to JH and ecdysone in driving caste-specific transcription and behaviour (65). In *A. mellifera*, EcR and USP have been suggested to have important roles in queen/worker caste differentiation (23), pupation (66,67) and in the regulation of specific behaviours in adult worker honey bees (56,57). Our upstream hierarchical TF network analysis suggests that an additional morphogen, Dpp, acting through Mad TFBSs, could be important in establishing phenotype-specific thresholds of *EcR* and *USP* expression in *A. mellifera*. In newly-eclosed adults, this may be important in order to enable the integration of polyphenism-specific titres of JH and ecdysone into specific transcriptional programmes. Differing titres of JH and ecdysone have been reported in many social insect castes and in honey bees, during both pre-pupal development (68) and adult maturation (69–72). Further experiments such as RNAi knockdown are required to manipulate levels of Dpp in each polyphenism, in order to determine exactly what, if any, role Dpp has in honey bee polyphenism.

In summary, our work reveals the regulatory genome of the honey bee across all three adult polyphenisms. For the first time, we report significant chromatin-based sex-specific differences and uncover a potential regulatory mechanism focused around the previously reported role of Mad in *A. mellifera*, which leads to the targeting of two key nuclear receptors involved in caste-determination and adult behavioural maturation, ecdysone receptor and ultraspiracle, and therefore ultimately, in influencing downstream transcriptional programmes involved in honey bee polyphenism.

## Supplementary Material

gkac992_Supplemental_File Click here for additional data file.

## Data Availability

The dataset(s) supporting the conclusions of this article are available in the National Centre for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) repository, under accession number GSE206995. [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206995] and available online to view using Integrated Genomics Viewer: https://tinyurl.com/22n9kdj8.

# Supplementary material for: Chromatin accessibility-based characterisation of brain gene regulatory networks in three distinct honey bee polyphenisms
**Source:** Nucleic Acids Res. 2022 Nov 4;50(20):11550–62. doi: 10.1093/nar/gkac992
**Supplement:** gkac992_Supplemental_File

**Chromatin Accessibility-Based Characterization of Brain Gene Regulatory Networks in Three Distinct Honey Bee Polyphenisms.**

**Robert Lowe,<sup>1,3,5</sup> Marek Wojciechowski,<sup>2,4</sup> Nancy Ellis,<sup>2</sup> and Paul J. Hurd<sup>2,5</sup>**

<sup>1</sup> RER Consultants, 28 Worbeck Road, London, SE20 7SW, UK.

<sup>3</sup> Current address: Altos Labs, Cambridge, UK.

The authors wish it to be known that, in their opinion, the first two authors should be regarded as joint First Authors.

<sup>5</sup> Corresponding authors

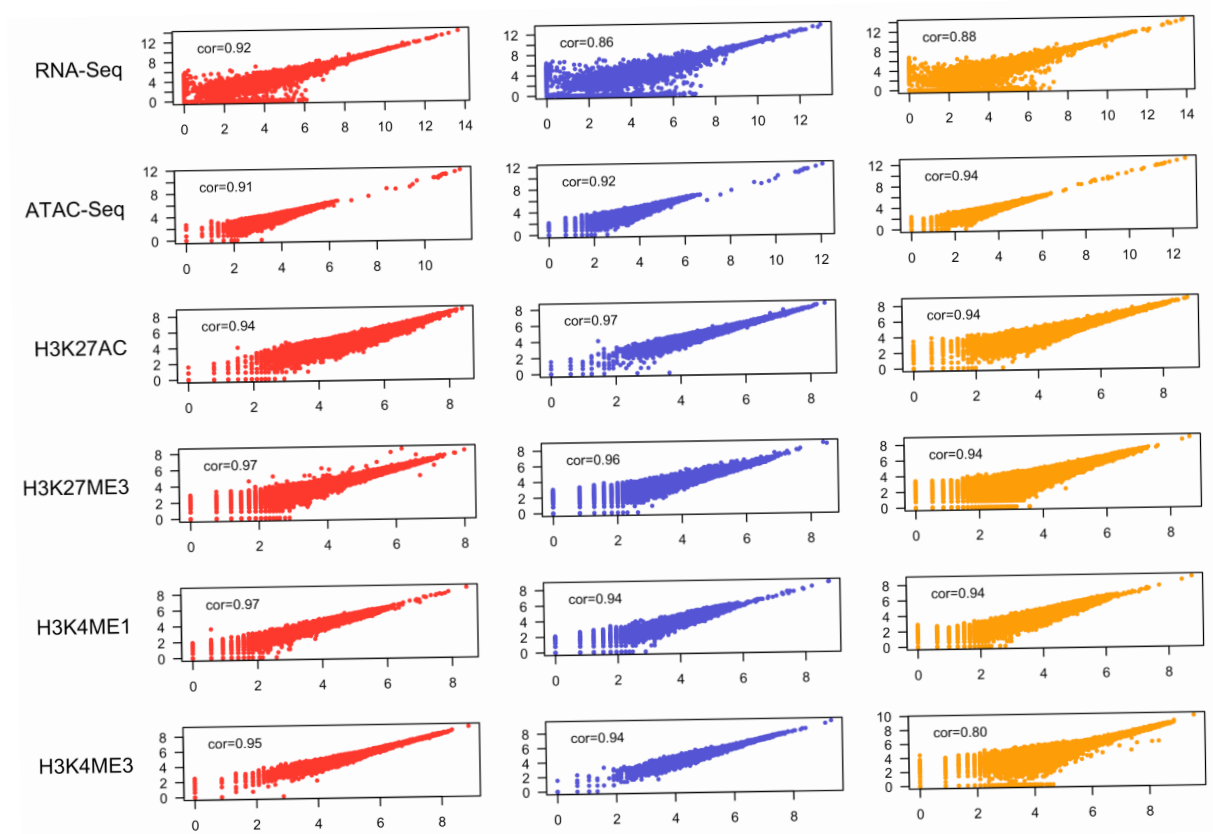

**Supplemental Figure S1.** Scatter plots of the log of the counts for each of the replicate experiments. Replicate 1 on the x-axis, replicate 2 on the y-axis. For RNA-Seq, this is the number of reads within each mRNA, while for ATAC-seq/ChIP-seq experiments, these are the counts in the called peakset from DiffBind used for all analyses. Queen (red), worker (blue) and drone (orange).

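The RNA-seq panels compare the logarithm of the count of each transcript between the 2 replicate pools of a phenotype, so that points near the diagonal are transcripts with the same count in both. With the 17082 transcripts that had at least 5 counts in at least 3 of the 6 libraries, Pearson's correlation was 0.911 in queen, 0.879 in worker and 0.883 in drone. With every library thinned at random to the total of the smallest, it was 0.951 in queen, 0.927 in worker and 0.931 in drone over all transcripts. On ln(TPM + 1) it was 0.982 in queen, 0.965 in worker and 0.974 in drone.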

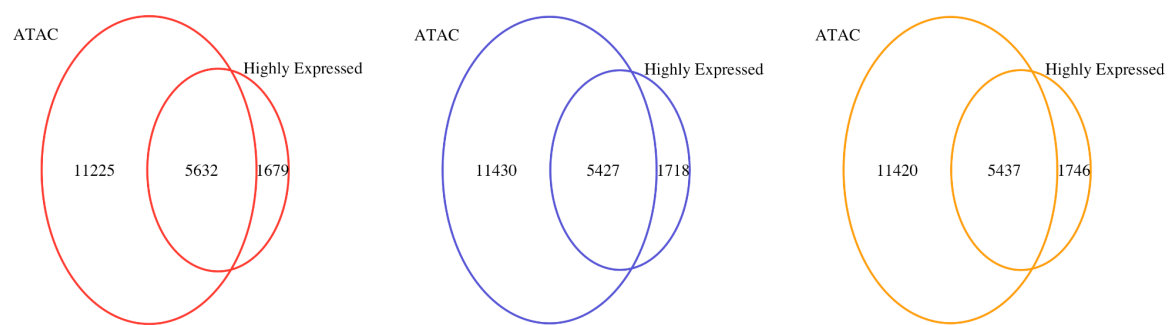

**Supplemental Figure S2.** Venn diagram showing the overlap of highly expressed genes ( $\log(\text{counts}+1) > 5$ ) and genes with an ATAC-seq peak for each of the three adult honey bee phenotypes (queen: red; worker: blue; drone: orange).

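For the RNA-seq circles, estimated counts were divided by DESeq2's median-of-ratios size factors, which sleuth also uses by default, and averaged over the 2 replicates. With the natural logarithm, the threshold of 5 corresponds to a normalized count above 147. It was passed by 7734 transcripts in queen, 7680 in worker and 7678 in drone. The 3 phenotypes had 6667 of these transcripts in common, and 8767 passed in at least 1 of them. Each replicate on its own gave between 7639 and 7731 transcripts. Without normalization the numbers were 9181 in queen, 6462 in worker and 8320 in drone. Summed per gene, 4673 genes passed in queen, 4609 in worker and 4680 in drone. The overlap with ATAC-seq peaks was not analysed here.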

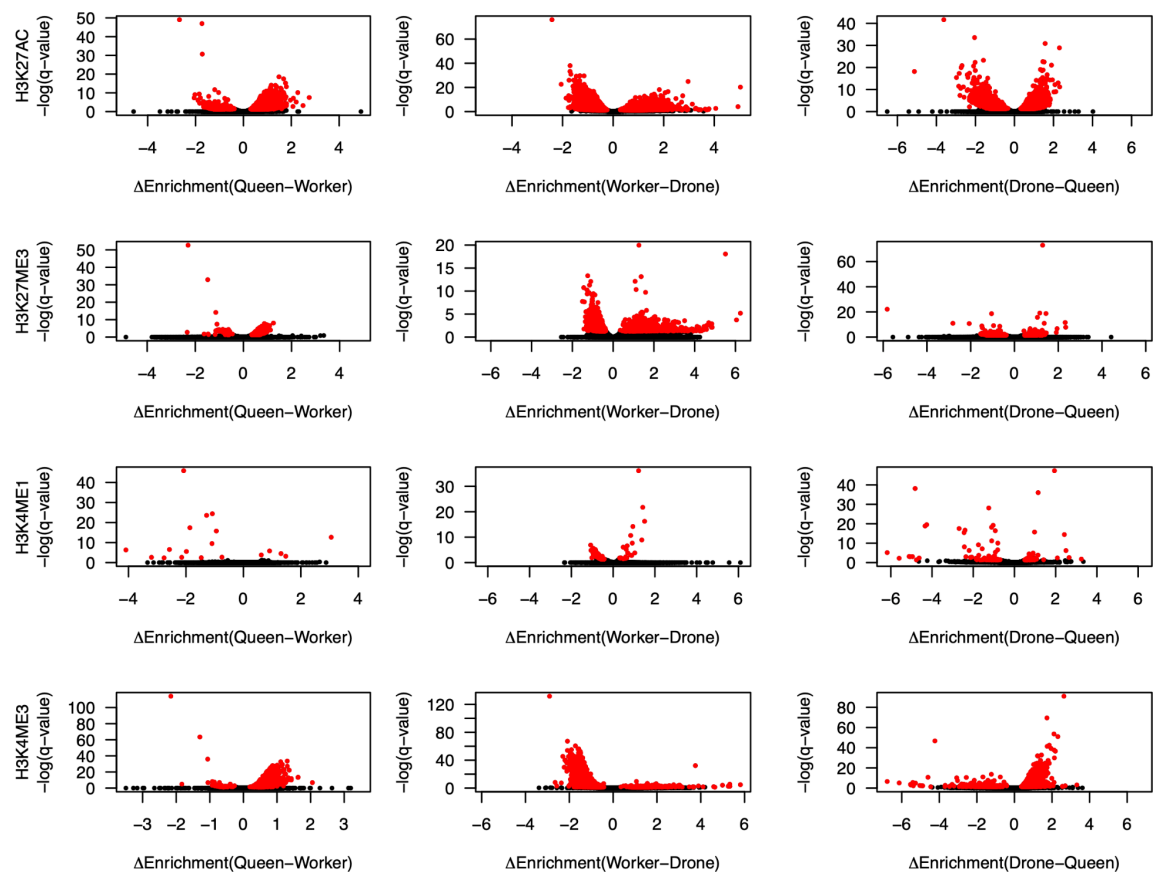

**Supplemental Figure S3.** Volcano plots of the difference in enrichment between queen, worker and drone against the negative log p-value for H3K4me1, H3K4me3, H3K27ac and H3K27me3. In black are regions which fall below the genome wide threshold of significance (FDR > 0.05). In red are those regions which reach genome wide significance (FDR < 0.05) and have a larger than 3-fold difference in enrichment above input between adult phenotypes.

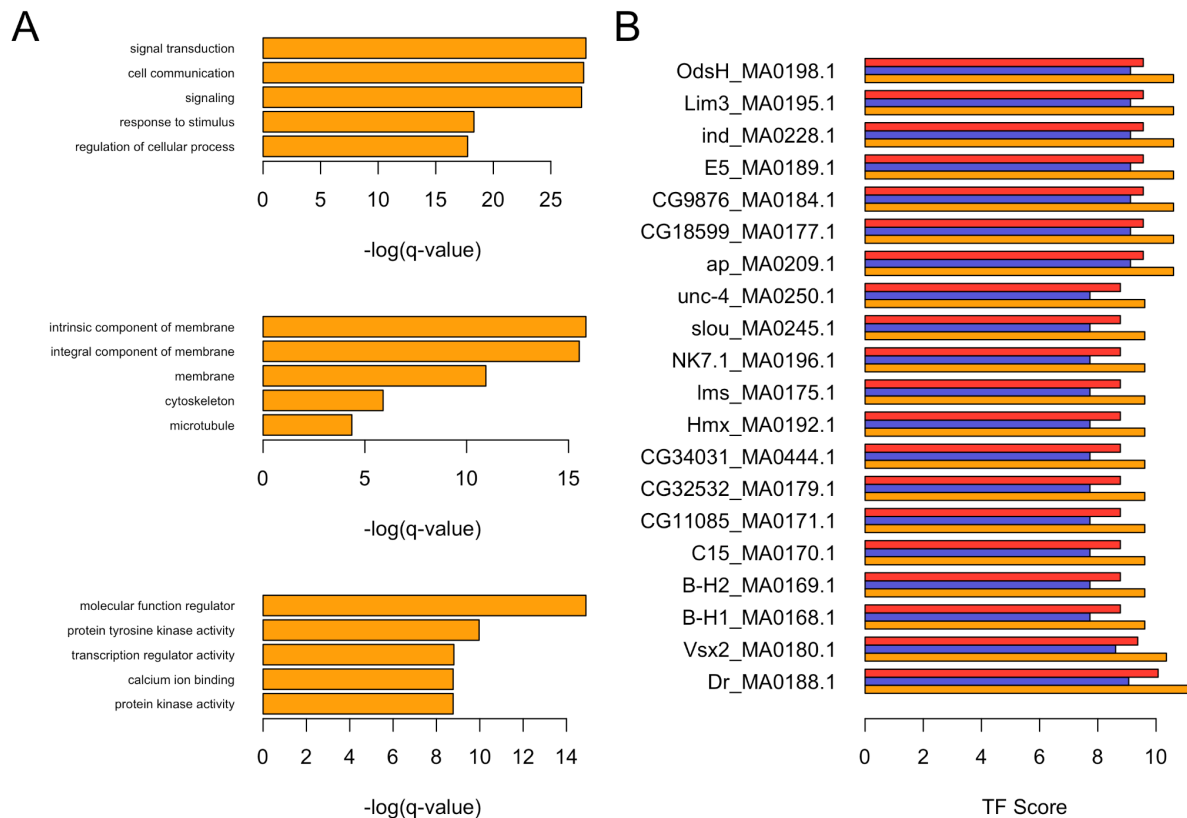

**Supplemental Figure S4.** (A) The negative log q-value for the top five molecular GO terms in each of the categories (Biological Processes (top), Cellular Components (middle) and Molecular Functions (bottom)) for those intragenic regions that are marked by H3K4me1/H3K27ac in the male drone. (B) The mean of footprint scores for all TF binding for each motif as reported by TOBIAS for the top 20 TFs which show the largest difference in score between drone (orange) versus queen (red) or worker (blue). The TF score was calculated for TF binding in genic regions marked by H3K4me1/H3K27ac.

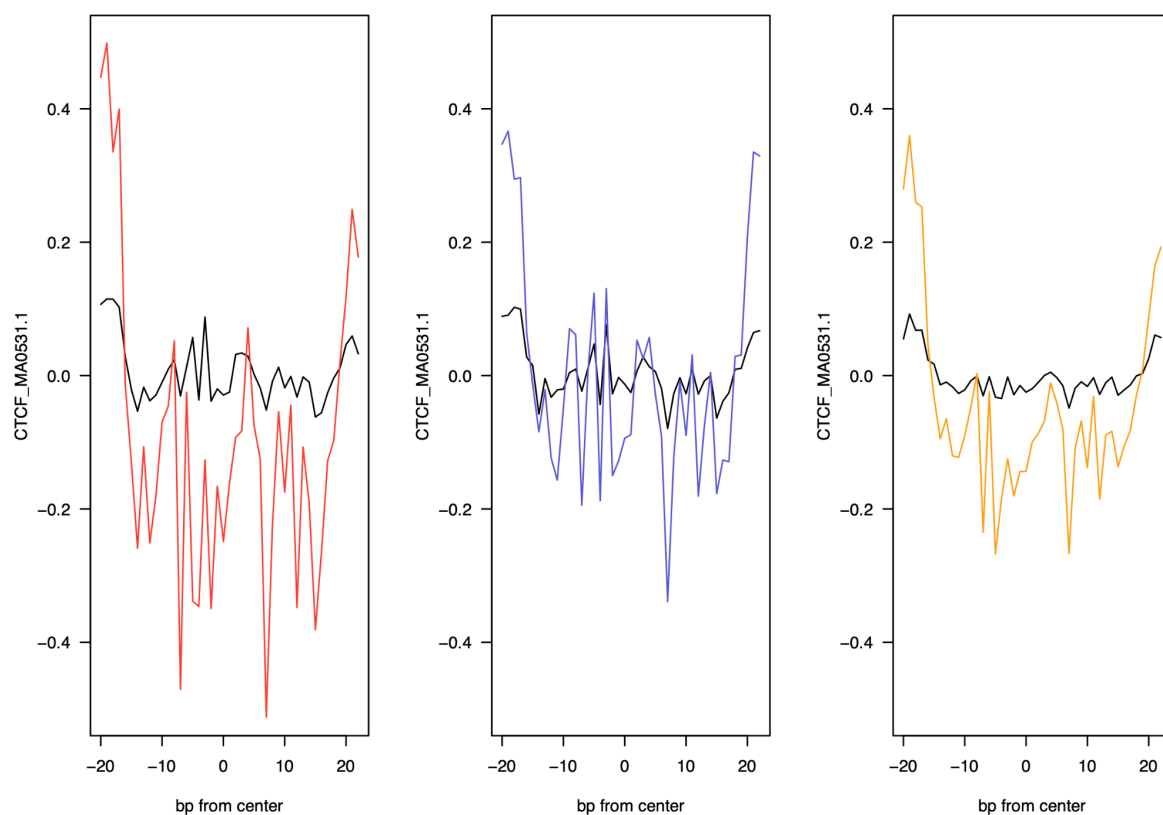

**Supplemental Figure S5.** CTCF-occupied DNA binding sites were identified using computational matching between the PWM and the reference sequence using the TOBIAS pipeline. Shown in red is enrichment for occupied sites (coloured line) vs unbound CTCF sites (black) in queen (red), worker (blue) and drone (orange).

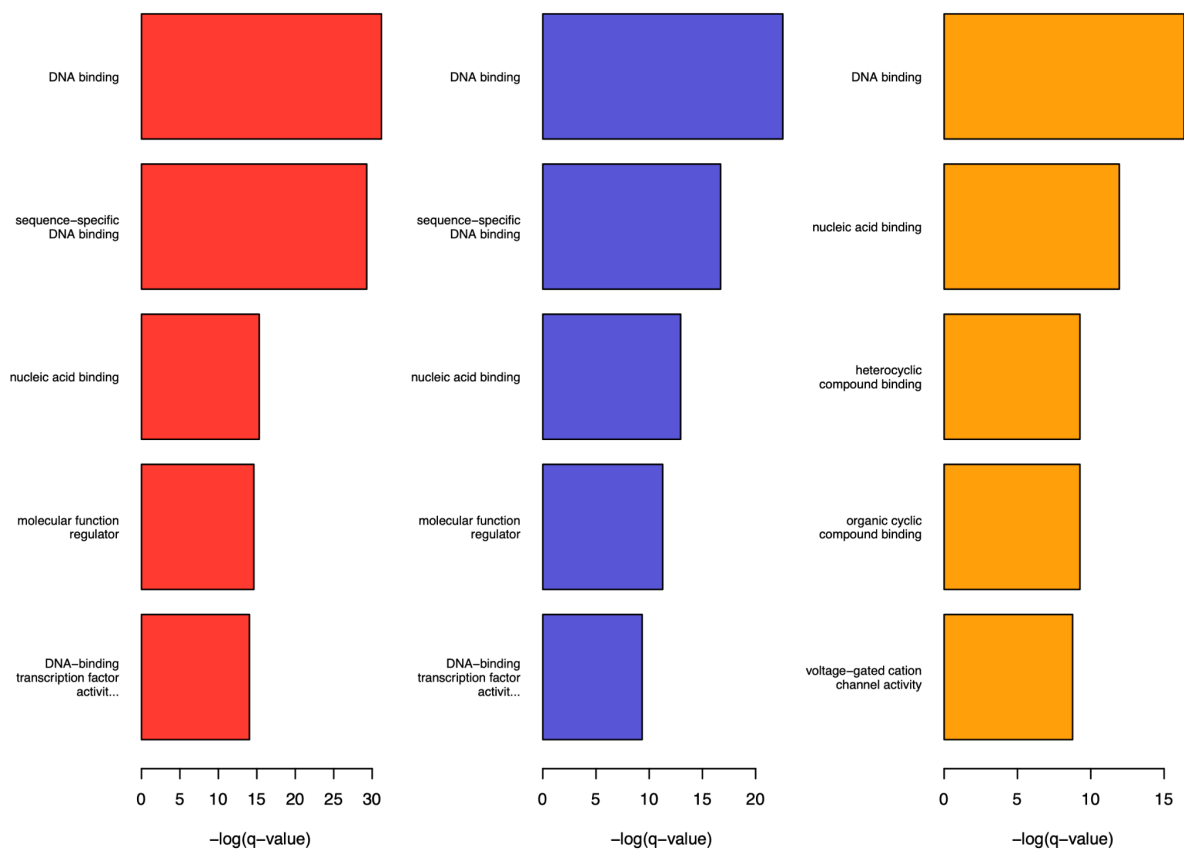

**Supplemental Figure S6.** The negative log q-value for the top five molecular function GO terms for those genes that show differential Mad transcription factor motif occupancy in queen (red), worker (blue) and drone (orange).

| Adult Type | Biological Replicate | Experiment        | Read Number | Mapped Reads |
|------------|----------------------|-------------------|-------------|--------------|
| Queen      | 1                    | ATAC-seq          | 133,621,280 | 66,365,814   |
| Queen      | 2                    | ATAC-seq          | 96,567,668  | 48,033,580   |
| Worker     | 1                    | ATAC-seq          | 104,405,184 | 51,972,019   |
| Worker     | 2                    | ATAC-seq          | 96,625,044  | 48,058,344   |
| Drone      | 1                    | ATAC-seq          | 170,164,020 | 84,518,453   |
| Drone      | 2                    | ATAC-seq          | 137,453,096 | 68,270,987   |
| Queen      | 1                    | ChIP-seq H3K27ac  | 91,905,168  | 45,259,952   |
| Queen      | 2                    | ChIP-seq H3K27ac  | 83,262,092  | 40,542,727   |
| Queen      | 1                    | ChIP-seq H3K27me3 | 100,706,868 | 48,082,824   |
| Queen      | 2                    | ChIP-seq H3K27me3 | 88,497,708  | 40,945,654   |
| Queen      | 1                    | ChIP-seq H3K4me1  | 144,436,508 | 71,860,308   |
| Queen      | 2                    | ChIP-seq H3K4me1  | 131,732,000 | 65,523,446   |
| Queen      | 1                    | ChIP-seq H3K4me3  | 84,775,820  | 40,731,932   |
| Queen      | 2                    | ChIP-seq H3K4me3  | 127,663,540 | 61,682,931   |
| Queen      | 1                    | Input sample      | 80,398,600  | 39,943,164   |
| Worker     | 1                    | ChIP-seq H3K27ac  | 132,377,036 | 65,859,107   |
| Worker     | 2                    | ChIP-seq H3K27ac  | 121,392,292 | 60,442,787   |
| Worker     | 1                    | ChIP-seq H3K27me3 | 85,516,772  | 42,467,080   |
| Worker     | 2                    | ChIP-seq H3K27me3 | 88,994,884  | 43,987,657   |
| Worker     | 1                    | ChIP-seq H3K4me1  | 92,787,720  | 46,221,259   |
| Worker     | 2                    | ChIP-seq H3K4me1  | 96,531,284  | 48,072,991   |
| Worker     | 1                    | ChIP-seq H3K4me3  | 96,879,536  | 40,821,296   |
| Worker     | 2                    | ChIP-seq H3K4me3  | 121,148,704 | 59,876,000   |
| Worker     | 1                    | Input sample      | 106,356,944 | 52,919,025   |
| Drone      | 1                    | ChIP-seq H3K27ac  | 138,461,496 | 68,432,713   |
| Drone      | 2                    | ChIP-seq H3K27ac  | 104,284,776 | 51,589,664   |
| Drone      | 1                    | ChIP-seq H3K27me3 | 159,739,172 | 78,674,774   |
| Drone      | 2                    | ChIP-seq H3K27me3 | 94,788,556  | 46,306,142   |
| Drone      | 1                    | ChIP-seq H3K4me1  | 129,367,060 | 64,297,616   |
| Drone      | 2                    | ChIP-seq H3K4me1  | 134,797,236 | 67,005,023   |
| Drone      | 1                    | ChIP-seq H3K4me3  | 92,777,636  | 47,194,411   |
| Drone      | 2                    | ChIP-seq H3K4me3  | 167,056,764 | 78,920,437   |
| Drone      | 1                    | Input sample      | 239,181,548 | 118,791,230  |
| Queen      | 1                    | RNA-seq           | 100,253,928 | 44,373,789   |
| Queen      | 2                    | RNA-seq           | 48,315,950  | 21,203,822   |
| Worker     | 1                    | RNA-seq           | 28,817,646  | 12,432,183   |
| Worker     | 2                    | RNA-seq           | 17,547,489  | 7,685,185    |
| Drone      | 1                    | RNA-seq           | 90,912,241  | 40,453,916   |
| Drone      | 2                    | RNA-seq           | 26,538,438  | 11,287,495   |

**Supplemental Table S1. Sequencing and Mapping Statistics.**

How the deposited data were processed for this re-analysis (not part of the article)

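RNA-seq of central brains was analysed from 6 libraries, 2 each of newly-eclosed queens, workers and drones, each made from a pool of 5 brains. The ATAC-seq and ChIP-seq experiments of the paper were not analysed here.

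The authors built a Kallisto index from the EnsemblMetazoa transcripts and non-coding RNAs of the Amel_HAv3.1 assembly, quantified each library with 100 bootstrap samples and strand-specific reads, and deposited an estimated count and a TPM value for each of 28409 targets in each library. Estimated counts are not normalized, and TPM values are scaled by the authors' software to transcript length and to a total per library. A further deposited table gives the exon coordinates of 28381 targets. The version of Kallisto was not found in the paper's text.

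The targets carry numbers and no gene names. Their exon coordinates were compared with the genes of the RefSeq annotation of the same assembly. This paired 28232 targets with 12296 of its 12398 genes, and for 98.1% of the paired genes the targets spanned exactly the annotated gene. Most symbols in that table are locus numbers, and 826 of the paired genes have another symbol. Of the 14 genes of Figure 5C, 3 were named by the table. The 149 listed targets that paired with no gene and the 28 targets without coordinates were left out of library sizes and tests. These 177 targets held between 7.26% and 10.4% of the estimated counts of a library.

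Estimated counts were summed per gene and rounded to whole numbers. Genes with at least 5 counts in at least 3 of the 6 libraries, a share of 0.47 that is sleuth's default, were kept, which left 9689 genes and removed 2607. Tests used edgeR 4.0.16 in R 4.3.3, with TMM normalization, a quasi-likelihood fit over all 6 libraries with caste as the only factor, contrasts for the 3 pairs of phenotypes, a joint test of caste, and Benjamini-Hochberg adjustment (FDR) at 0.05. Standard errors of log2 fold changes were derived from the fold change and the F statistic. An FDR given without a tool's name is from this edgeR fit. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p-value below 0.333, so none was run for pairs. Gene lists were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01 and with fry. DESeq2 1.42.0, pandas 2.3.3 and matplotlib 3.10.9 were used for alternatives, tables and figures.

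The depth per library was between 7685185 and 44373783 estimated counts, and a count of 3, used as the limit below which no fold change is given, corresponds to between 0.0739 and 0.422 CPM. Tests were tried on simulated data before use. Counts for 9689 genes were drawn 10 times from each gene's mean over all 6 libraries and from the real library sizes and dispersions. The only difference by caste was that 200 genes were changed by a factor of 4 in queens. Between 9369 and 9411 simulated genes passed the filter. The queen and worker comparison recovered 73.0% of the changed genes among them, and 9.02% of its calls were false, which is above the nominal 5%. For the joint test of caste, 76.6% were recovered and 10.7% of calls were false. Far more genes were called by caste in the real data (3773) than were changed here, so these shares need not hold for the real calls.

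Before the data were examined, the tests, the alternatives and the genes to be named were fixed. The named genes were those of Figure 5C, those whose expression the paper discusses, and in each pairwise comparison the 3 genes with the largest log2 fold change in each direction among those with an FDR below 0.05, a mean of at least 1 CPM over the 6 libraries and no overlap between the libraries of the compared phenotypes. The marker lists for photoreceptors, hypopharyngeal gland, fat body, muscle, cuticle, antimicrobial peptides, neurons and glia were also written then, and their names were matched to symbols of the gene table after values had been seen. Alternatives were other scalings (DESeq2's size factors, upper quartile, library totals), DESeq2, limma on log2(TPM + 1), no filter and a filter of 10 counts in every library, single transcripts, counts scaled from TPM by transcript length, thinning to the smallest library, removal of the 10 most abundant genes, the replicate number as a block, only the compared phenotypes in the fit, and each library left out. Tests planned for the 6 downstream *Mad* targets and for the 19 factors of Figures 3C and 4B were not run, since the gene table names 0 and 3 of these genes.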

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

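The tests of explanations in this part were chosen only after the values were seen. The edgeR comparisons that gave the FDR values were set beforehand. The paper does not discuss the 6 genes below. They are among the genes with the largest log2 fold changes of a pairwise comparison, and each was read in both libraries of 1 phenotype while every library of another held at most 3 counts.

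In queens, vitellogenin (Vg, chromosome 4, 5029485 to 5035661) had 49.5 ± 31.4 CPM (SD, n = 2), against at most 1 count in a worker library, which makes it at least 64.7-fold higher in queens (FDR 5.95e-05). LOC413112 (chromosome 4, 8866347 to 8869323) had 4.54 ± 0.437 CPM in queens and 0 counts in both worker libraries, at least 10.0-fold higher (FDR 0.000117). LOC107964775 (chromosome 7, 3812434 to 3813357) had 21.8 ± 3.34 CPM in drones and 0 counts in both worker libraries, at least 46.0-fold higher (FDR 1.48e-06). LOC102655457 (chromosome 15, 4484407 to 4488451) had 51.6 ± 1.91 CPM in drones and at most 2 counts in a queen library, at least 332-fold higher (FDR 1.83e-08). LOC102653899 (chromosome 13, 10551323 to 10554522) had 111 ± 3.05 CPM in queens and 0 counts in both drone libraries, at least 348-fold higher (FDR 2.20e-09), while workers had 4.84 ± 0.125 CPM. All FDR values are from edgeR's quasi-likelihood test. A difference in sequencing depth between the libraries was tested by thinning every library to the smallest total. All 5 of these 5 genes still had more than 3 counts in both libraries of the phenotype that read them, the lowest being 28, and 0 counts in the other, which argues against depth as the cause. The scaling between libraries cannot turn a count of 0 into reads. Whether reads were taken from a near-identical copy was not tested, since no sequence was at hand. A biological difference between the phenotypes stays open and was not tested.

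LOC113219355, on an unplaced scaffold from 2576 to 6604, had 12.6 ± 17.0 CPM in queens and 0 counts in both drone libraries (FDR 0.0215), which makes it at least 1.89-fold higher in queens. Its mean rests on queen replicate 2, with 24.7 CPM against 0.591 CPM in queen replicate 1. With every library thinned to the smallest total, queen replicate 1 kept 3 counts, a number that depends on the random draw. At full depth, the level of queen replicate 1 would give 20.8 counts in drone replicate 1 and 5.68 in drone replicate 2, where 0 were read, which argues against a difference in sequencing depth between the libraries as the cause. Why the queen replicates differ was not tested, and a difference between the phenotypes stays open. Its FDR ranged from 0.00369 to 0.220 over the alternatives that gave one.

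Fat body tissue in the queen libraries is a candidate source of vitellogenin. Of the other 5 fat body list genes, 2 were called higher in queens than in workers, Hex70c (log2 fold change 1.96, standard error 0.38, FDR 0.00453) and Hex110 (1.40, standard error 0.36, FDR 0.0198), from levels of at most 5.21 CPM in queens. Hex70a, HEX70b and Tsf1 were not called (log2 fold changes -0.04, 0.57 and -0.20), and Tsf1 was read at 1514 CPM in queens and 1740 CPM in workers. Hex70a, Hex70c and Tsf1 were called higher in drones than in queens (log2 fold changes 1.57, 1.42 and 0.74), although vitellogenin had 0.299 CPM in drones. Hex110 was called lower in drones than in queens (-1.45), and HEX70b was not called (-0.59). Without a profile of fat body at hand, fat body tissue and expression in the brain cannot be told apart for vitellogenin. Vitellogenin differed between the queen replicates, with 27.3 and 71.8 CPM.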

How the results depend on the processing

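The counts of genes called moved by more than 1.5 times under 1 alternative, the test of each transcript on its own, which called 2276 transcripts differing by caste, 1019 between queen and worker, 1789 between drone and worker and 1907 between drone and queen, of 17001 tested. Under the others, leaving aside the replicate number as a block, they lay between 3437 and 4540 genes for caste, 2011 and 2639 for queen and worker, 2341 and 3376 for drone and worker and 2710 and 4088 for drone and queen. The split between higher and lower calls depended on the processing, and the larger side changed in each comparison. The share of higher calls lay from 16.0% to 50.5% in drones relative to queens, from 25.5% to 53.9% in drones relative to workers and from 48.2% to 73.0% in queens relative to workers. The highest shares in drones came with only these phenotypes in the fit and with no filter beyond 1 count in total, and the lowest in queens relative to workers with targets without a gene kept. In drones relative to queens, 45.0% of called genes were higher in the reported fit, 32.6% with library totals only and 16.0% with limma on log2(TPM + 1), where 656 were higher and 3432 lower. In drones relative to workers the share was 47.0%, 33.5% and 25.5%, and in queens relative to workers it was 53.4%, 52.3% and 73.0%. With limma on log2(TPM + 1) the median log2 fold change of all genes was 0.14 in queens relative to workers, -0.14 in drones relative to workers and -0.28 in drones relative to queens. With library totals only it was 0.03, -0.11 and -0.12.

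For *Mad*, the log2 fold change between drone and queen was reversed with limma on log2(TPM + 1) (-0.22) and with the most abundant transcript alone (-0.16). That between drone and worker passed the threshold with no filter beyond 1 count in total (1.64) and after thinning (1.58), and that between queen and worker with only these phenotypes in the fit (1.34). The *EcR* differences from worker lost their call with the most abundant transcript alone, at 0.64 in queen and -0.21 in drone, and kept it under the other alternatives. In queen that transcript was not the more abundant of the main *EcR* transcripts, so the loss depends on which of them is taken. For *usp*, the difference between drone and queen lost its call with the most abundant transcript alone (-1.22) and after thinning (-1.46). That call was also lost with only these phenotypes in the fit (-1.46) and with the replicate number as a block, described below. The difference between drone and worker was reversed with the most abundant transcript alone (1.85). The filter of 10 counts in every library removed *usp*, so it gave no value there. The cause of these changes was not tested.

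Leaving out a library gave values only, since 1 library then stands alone in its phenotype. The log2 fold change of *Mad* lay from 0.75 to 1.89 between queen and worker, from 0.32 to 2.19 between drone and worker and from -1.06 to 0.82 between drone and queen, where it was below 0 without drone replicate 1 (-1.06) and without queen replicate 1 (-0.17). For *EcR* the ranges were 0.82 to 1.05, -0.76 to -0.48 and -1.70 to -1.41. For *usp* they were 0.02 to 0.85, -1.73 to -0.68 and -2.22 to -1.04. The lowest *usp* value between drone and worker came without drone replicate 1. Among the genes with the largest changes, LOC113219355 lost its call under 3 alternatives.

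No sign was found that libraries with the same replicate number belong together. The correlation of deviations from the group means was -0.02 between worker and queen, -0.09 between worker and drone and -0.35 between queen and drone. With 2 replicates its sign depends on how they were numbered, so an effect shared by queen and drone libraries of unlike number is not excluded. With the replicate number as a block, 3077 genes differed by caste, 1683 between queen and worker, 2271 between drone and worker and 2466 between drone and queen, and the *usp* difference between drone and queen (log2 fold change -1.53) had an FDR of 0.0537.

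The exact Jonckheere-Terpstra test of the order queen, worker, drone was added after the values were seen. It gave a two-sided p of 0.0222 for *EcR*, the smallest that 90 assignments of 6 libraries allow, on log2 CPM, with DESeq2's size factors, on TPM and with the most abundant transcript. For *usp* it gave 0.0667 on log2 CPM and with DESeq2's size factors, 0.0222 on TPM and 0.578 with the most abundant transcript. Also added then was a fit that kept the targets without a gene, with 3694 genes for caste.

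The correlation between replicates moved by more than the spread over the 3 phenotypes in queen, worker and drone with Spearman's coefficient (0.915, 0.876, 0.878), with the filter on low counts (0.911, 0.879, 0.883), with gene sums (0.987, 0.982, 0.971) and with TPM (0.982, 0.965, 0.974). It moved in drone with a pseudocount of 0.5 (0.892) and in queen (0.951) and drone (0.931) after thinning. The number of highly expressed transcripts moved with gene sums (4673 in queen, 4609 in worker, 4680 in drone) and with log2 in place of the natural logarithm (11651 in queen and 11542 in drone, and 11398 in worker, which is within 1.5 times). Each replicate alone gave 7727 to 7731 in queen, 7639 to 7666 in worker and 7640 to 7713 in drone.

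Of the marker list tests with camera, fry added calls for fat body between queen and worker (FDR 0.0370) and between drone and worker (0.0319), for muscle (0.0282) and photoreceptors (0.0379) between drone and worker and for antimicrobial peptides between drone and queen (0.0192). With an estimated inter-gene correlation, the calls for muscle between queen and worker (0.0617) and for cuticle between drone and worker (0.0617) were lost. The direction of fat body between drone and queen was reversed with DESeq2's size factors, at an FDR of 0.996. The other camera calls held under both.

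Depth limits what can be said of genes with few counts, *usp* among them. For *Mad*, whose difference between drone and worker passed the threshold after thinning, the spread between replicates was the limit. After thinning, 8230 genes passed the filter in place of 9689, and 2011 genes were called between queen and worker, 2500 between drone and worker and 2710 between drone and queen. The planned tests of the 6 downstream *Mad* targets and of the genes encoding factors with differing motif occupancy were not run.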

Differences from the paper's values

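The correlation between replicates differed from the coefficients printed in Supplementary Figure S1, which are read by eye, by more than their rounding of 0.005. In worker, Pearson's correlation of ln(count + 1) was 0.923 against the paper's about 0.86 in Supplementary Figure S1. None of the alternatives set before the data were examined closed this gap, the nearest being Spearman's coefficient at 0.876. In queen it was 0.935 against the paper's about 0.92, and Spearman's coefficient of 0.915 and the pseudocount of 0.5 were within the rounding. In drone it was 0.907 against the paper's about 0.88, and Spearman's coefficient of 0.878 and the filter on low counts (0.883) were within the rounding. The other alternatives left the gap in queen and drone. The paper's text gives only a lower bound of 0.86 and does not name the type of coefficient. That bound was met in every phenotype under each alternative, the lowest value being Spearman's 0.876 in worker.

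In Figure 5C, the heat map draws *Mad* higher in worker replicate 1 than in worker replicate 2 and higher in queen replicate 1 than in queen replicate 2. In the gene sums, worker replicate 1 had 2.87 CPM and worker replicate 2 had 5.63 CPM, and queen replicate 1 had 6.92 CPM and queen replicate 2 had 14.6 CPM. The paper states that *EcR* and *usp* lie in worker between queen and drone. For *usp*, queen replicate 1 (2.81 CPM) lay below worker replicate 1 (2.87 CPM). On TPM, both queen libraries lay above both worker libraries.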

Other observations

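The camera tests of the marker lists, the edgeR comparisons and the rule naming the genes with the largest changes were set beforehand. The tests of explanations in this part, the matching of list names to gene symbols and the single list genes described here were chosen only after the values were seen.

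Royal jelly protein genes were read in workers. Mrjp1 had 11063 ± 495 CPM (SD, n = 2) in workers, 2.41 ± 0.208 CPM in queens and 2.78 ± 1.51 CPM in drones, and Mrjp3 had 5201 ± 196 CPM in workers against under 1 CPM in both others. Summed over Mrjp1 to Mrjp7, these genes had 21206 and 22402 CPM in worker replicates 1 and 2 and between 7.99 and 13.1 CPM in the other libraries. The hypopharyngeal gland list was lower in queens (median log2 fold change -10.24, camera FDR 8.07e-237) and in drones (-10.67, camera FDR 2.12e-198) relative to workers, and was not called between drones and queens (FDR 0.486), where 3 of its genes were called lower in drones. Of its 8 genes, 4 had over 1 CPM in every phenotype. Hypopharyngeal gland tissue in the worker libraries is a candidate explanation chosen from these data. The paper reports that these glands were carefully dissected away from worker brains, so only tissue left behind could be meant. Of the 8 list genes, 8 were called higher in workers than in queens and in drones. All but the alpha-glucosidase gene Hbg3 (log2 fold changes -1.92 and -2.52) are the Mrjp genes to be explained, so this count cannot test the explanation. Hbg3 still had 54.2 CPM in queens and 35.8 CPM in drones. The values argue against reads shared between the Mrjp paralogs as the cause, because the log2 ratio of the family sum between the lowest worker library and the highest other library was 10.66. The values argue against the choice of scaling as well, with a log2 fold change of -12.12 or larger in size for Mrjp1, Mrjp3 and Mrjp5 with DESeq2's size factors, upper-quartile normalization, library totals only and without the 10 most abundant genes. With limma on log2(TPM + 1) the smallest in size was -10.47. A difference between workers and the other phenotypes in the brain itself stays open and was not tested.

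Opsin genes moved in different ways. Lop1 had 4619 ± 7.94 CPM in workers, 561 ± 14.8 CPM in queens and 1409 ± 114 CPM in drones. Blop had 175 ± 3.15 CPM in workers, 11.6 ± 0.134 CPM in queens and 1057 ± 67.6 CPM in drones. The photoreceptor list, of which 4 of 20 names were matched, was lower in queens (camera FDR 6.70e-18) than in workers, higher in drones than in queens (FDR 3.32e-11) and not called between drones and workers (FDR 0.709). One difference in the share of eye tissue in the dissected brains could not by itself give these values. The log2 fold change of Blop minus that of Lop1 was 4.31 (standard error 0.11) in drones relative to workers and -0.88 (standard error 0.12) in queens relative to workers, where a single share would give 0. A change in both the share of eye tissue and its content of opsins stays open, although the paper reports that the optic lobes were taken out of every brain.

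Troponin genes of the muscle list were higher in queens than in workers (median log2 fold change 2.33, and 2.00 with a gene at the limit set to its bound, camera FDR 4.89e-10) and lower in drones than in queens (-3.14, FDR 1.71e-10). Between drones and workers the list was not called with camera (FDR 0.162), while 3 of its genes were called lower in drones. TpnT had 627 CPM in queens, 106 CPM in workers and 38.7 CPM in drones. Of the 6 genes, 5 were called higher in queens than in workers. Muscle tissue in the queen libraries may contribute, but these calls restate the pattern and cannot test it. The names matched, 3 of 12, were troponins only, and 5 of the 6 genes had over 1 CPM in every phenotype.

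Mean CPM was ordered drone, worker, queen in 5 of the 6 cuticle list genes. The exception was CPR14, with 1.75 CPM in queens, 1.05 CPM in drones and 0.586 CPM in workers. The list was lower in queens than in workers (median log2 fold change -1.29, camera FDR 3.94e-16), higher in drones than in workers (1.17, FDR 1.44e-07) and higher in drones than in queens (2.35, FDR 3.89e-23). Of the 6 list genes, 5 were called higher in drones than in queens. The most abundant was Apd-1 with 5209 CPM in drones, 2730 CPM in workers and 907 CPM in queens. Cuticle-forming tissue in the drone and worker libraries may contribute, but these calls restate the pattern and cannot test it. Of the 6 genes, 5 had over 1 CPM in every phenotype. CPF2, named after its values were seen, took 7.69% and 7.75% of the counts in drones, 1.63% and 1.62% in workers and 0.246% and 0.248% in queens.

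In the reported fit, 45.0% of the genes called between drones and queens were higher in drones. This share depended on the processing, and it was 50.5% with only these phenotypes in the fit and 50.1% with targets without a gene kept, an alternative chosen after seeing the data. The 10 most abundant genes of each library took 25.7% and 24.5% of the counts in drones and at most 15.8% in the others. Without the 10 most abundant genes over all libraries the share was 49.2%, but it was also 48.6% with DESeq2's size factors and these genes kept. An effect of a few abundant genes on the share therefore cannot be told apart from a shift in the point on which the scaling centres the fold changes.

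The other lists gave less. The fat body list was not called in any comparison with camera (FDR 0.233 in queens and 0.201 in drones relative to workers, and 0.878 between drones and queens), and neither was the neuron list (FDR 0.709, 0.658 and 0.486). Among the neuron genes, brp was called higher in queens (log2 fold change 0.48) and lower in drones (-0.42) than in workers. It was also called lower in drones than in queens (-0.90). Para was called lower in queens than in workers (-0.51), and Syt1 and Syx1A were not called. The antimicrobial peptide list was lower in queens (FDR 3.29e-14) and in drones (FDR 2.21e-13) than in workers. Of its 3 genes, 1 was called in these comparisons, Def1, which had 2396 ± 76.2 CPM in workers, 13.6 ± 0.291 CPM in queens and 3.60 ± 0.383 CPM in drones. The list was not called between drones and queens (FDR 0.253). The glia list held 1 matched gene, GlnS, and was not tested. GlnS had a log2 fold change of -0.64 (FDR 0.000276) in drones relative to workers.

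The other genes with the largest changes were not at the limit in the compared phenotypes. LOC107963996 (chromosome 16) had 729 ± 11.1 CPM in queens and 3.85 ± 0.464 CPM in workers (log2 fold change 7.54, FDR 1.03e-10), and Obp13 (chromosome 15) had 145 ± 7.17 CPM in drones and 1.19 ± 0.300 CPM in workers (6.97, FDR 4.06e-08). LOC102655457 was also higher in drones than in workers (6.78, FDR 1.78e-07), with a log2 fold change of 7.53 without worker replicate 1. On chromosome 8, LOC725838 had 53896 ± 981 CPM in drones and 190.0 ± 0.598 CPM in queens (8.15, FDR 1.64e-10), and LOC725804 had 729 ± 630 CPM and 2.22 ± 1.78 CPM (8.62, FDR 0.000100). Without drone replicate 1 the log2 fold change of LOC725804 was 7.25, and without queen replicate 2 it was 9.57. LOC413083 (chromosome 13) had 455 ± 15.8 CPM in queens and 0.227 ± 0.120 CPM in drones (log2 fold change -11.26 in drones, FDR 6.53e-11, and -10.48 without drone replicate 1). No explanation of these differences was tested.

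Dsx, Ubx and Br-c were looked at after their values were seen. Dsx, which is spliced differently in females and males of insects, had a log2 fold change of -2.04 in drones relative to queens (FDR 1.51e-07). Its transcript with 6 exons and 2504 nucleotides had 42.0 and 9.77 estimated counts in drone replicates 1 and 2 and 0 in the 4 female libraries. This transcript took only 5.98% of the Dsx counts in drones (mean of the replicates). Most Dsx counts fell on a transcript of 6217 nucleotides in every phenotype, with 93.2% in drones, 90.0% in workers and 89.5% in queens. Of the genes encoding factors with differing motif occupancy in Figure 4B, Ubx was higher in queens than in workers (log2 fold change 2.01, FDR 0.00212) and lower in drones than in queens (-1.18, FDR 0.0148), and was not called between drones and workers (0.83, FDR 0.106). Br-c had a log2 fold change of 0.54 in queens relative to workers (FDR 0.0869) and none of its comparisons was called.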
